# Extracellular matrix stiffness regulates colorectal cancer progression via HSF4

**DOI:** 10.1186/s13046-025-03297-8

**Published:** 2025-01-30

**Authors:** Kangtao Wang, Siyi Ning, Shuai Zhang, Mingming Jiang, Yan Huang, Haiping Pei, Ming Li, Fengbo Tan

**Keywords:** Colorectal cancer, Tumour stiffness, Magnetic resonance elastography, Heat shock transcriptional factor 4, Extracellular matrix, Transcriptome sequencing

## Abstract

**Background:**

Colorectal cancer (CRC) has high incidence and mortality rates, with severe prognoses during invasion and metastasis stages. Despite advancements in diagnostic and therapeutic technologies, the impact of the tumour microenvironment, particularly extracellular matrix (ECM) stiffness, on CRC progression and metastasis is not fully understood.

**Methods:**

This study included 107 CRC patients. Tumour stiffness was assessed using magnetic resonance elastography (MRE), and collagen ratio was analysed with Masson staining. CRC cell lines were cultured on matrices of varying stiffness, followed by transcriptome sequencing to identify stiffness-related genes. An HSF4 knockout CRC cell model was cultured in different ECM stiffness to evaluate the effects of HSF4 on cell proliferation, migration, and invasion in vitro and in vivo.

**Results:**

CRC tumour stiffness was significantly higher than normal tissue and positively correlated with collagen content and TNM staging. High-stiffness matrices significantly regulated cell functions and signalling pathways. High HSF4 (heat shock transcriptional factor 4) expression was strongly associated with tumour stiffness and poor prognosis. HSF4 expression increased with higher TNM stages, and its knockout significantly inhibited cell proliferation, migration, and invasion, especially on high-stiffness matrices. In vivo experiments confirmed that HSF4 promoted tumour growth and metastasis, independent of collagen protein increase.

**Conclusions:**

This study reveals that tumour stiffness promotes the proliferation and metastasis of CRC by regulating EMT-related signalling pathways through HSF4. Tumour stiffness and HSF4 could be valuable targets for prognostic assessment and therapeutic intervention in CRC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03297-8.

## Introduction

Colorectal cancer (CRC) continues to pose a significant global health challenge, ranking as the third most common cancer with over a million new cases annually [1]. Despite notable advancements in early screening technologies, surgical techniques, and adjuvant therapies, the prognosis for CRC patients, particularly those in advanced stages, remains fraught with uncertainties [2, 3]. In recent years, tumour stiffness has emerged as a novel biomarker garnering significant scientific attention for its potential in predicting CRC prognosis [4–8].

Tumour stiffness, a physical characteristic, profoundly influences the biological behaviour of tumours [9]. It reflects the complex composition and refined structure of the extracellular matrix (ECM) resulting from the intricate dynamic interactions between cells and the ECM [10]. The ECM, acting as a microecosystem for cancer cells, comprises various components, such as collagen content, fibre alignment, and cross-linking strength, all of which contribute to the unique stiffness profile of the tumour [11]. Research has shown that ECM stiffness can translate physical stimuli into biochemical signals through precise mechanotransduction mechanisms, thereby regulating gene expression, cell proliferation, migration, and invasion [12]. This process reshapes the tumour microenvironment and drives the evolution of the tumour towards a malignant phenotype [13]. However, the specific mechanisms, key genes involved, and the role of collagen in this process remain unclear.

The heat shock transcriptional factor (HSF) family, a key player in transcriptional regulation, is indispensable in cellular stress response [14, 15]. These factors are activated in response to various stress signals, regulating the expression of heat shock proteins (HSPs) and other stress-related genes to help cells maintain homeostasis [16]. Recent in-depth explorations have unveiled broader biological functions of HSFs, particularly their critical roles in ECM remodelling and tumour progression [17]. HSFs may influence the expression of ECM-related genes directly or indirectly, adjusting ECM composition and stiffness and thus acting as significant drivers in tumour development [18]. However, the specific mechanisms of the HSF family in the context of CRC and their intrinsic links to tumour stiffness remain fully elucidated, presenting a broad avenue for research.

In this study, we employed a range of research methods, including magnetic resonance elastography (MRE), transcriptome sequencing, in vitro experiments, in vivo animal models, and clinical data analysis, to elucidate the mechanism by which stiffness promotes CRC invasion and metastasis through HSF4, leading to poor prognosis. Our findings indicate that HSF4 expression levels are closely associated with tumour stiffness and positively correlated with poor prognosis in CRC patients. Further analysis revealed that HSF4 enhances CRC invasion and metastasis via the epithelial-mesenchymal transition (EMT) signalling pathway, independent of changes in collagen content. These discoveries underscore the central role of the mechanical properties of the tumour microenvironment in CRC progression and highlight the potential of HSF4 as a therapeutic target, paving the way for new strategies in CRC prevention, diagnosis, and treatment.

## Materials and methods

### Study design and participants

Our prospective study (ID: 201,903,078) was approved by the Institutional Review Board, and all participants provided written informed consent. We collected clinical samples from CRC patients who underwent comprehensive evaluation at Xiangya Hospital, Central South University, China. Treatment plans were determined through discussions with the multidisciplinary team (MDT). This study did not influence the treatment choice; patients received the best treatment based on MDT evaluations. Recruitment took place from December 2018 to December 2019, with follow-up continuing until December 2023, resulting in an average follow-up period of 58 months. Samples were collected during surgery or biopsy, following standard laboratory practice guidelines. The hospital's internal review board and ethics committee reviewed and approved all sample collection and preservation procedures.

### MRI image acquisition and MR elastography

MRI and MRE were conducted using a sequence and setup similar to our previous research [19, 20]. All patients began a liquid diet one day before their MRI scan and adhered to a strict 4-h fasting protocol before imaging. The MRI scans were performed using an 18-channel phased-array body coil on a 3 T scanner (Magnetom Prisma, Siemens Healthcare, Germany). Conventional T2-weighted (T2w) images of the rectum were acquired using 2D fast spin-echo (FSE) sequences in oblique, sagittal, and coronal planes, with an in-plane resolution of 3 × 3 mm. Additionally, 3D FSE (SPACE) T2w images were obtained with an in-plane resolution of 0.8 × 0.8 mm^2^. The total time to acquire the anatomical images was 12 min.

As for MRE, Mechanical waves at 40, 50, 60, and 70 Hz vibration frequencies were delivered to the pelvic region using three surface-based pneumatic actuators. Two actuators were positioned at the posterior region with a static pressure of 0.8 bar, while one actuator was placed at the anterior pelvic region, specifically at the top of the pubic symphysis, with a static pressure of 0.7 bar. A single-shot spin-echo echo-planar imaging (SE-EPI) sequence with motion-encoded gradients (MEG) for flow compensation was used to capture a complete 3D wave field. The entire vibration cycle was sampled at eight phase offsets. Continuous acquisition of fifteen 5 mm thick sagittal slices with a resolution of 3 × 3 mm^2^ was performed during free-breathing. MRE frequencies were optimised for each vibration frequency (40, 50, 60, and 70 Hz) and set at 47.89, 47.89, 47.89, and 52.41 Hz, respectively. Additional imaging parameters included an echo time of 56 ms, a repetition time of 1670 ms, a GRAPPA factor of 2 for parallel imaging, and a MEG amplitude of 50 mT/m. The total acquisition time was 3.5 min.

### Image analysis

After imaging, a radiologist with 5 years of experience in gastrointestinal imaging assessed the tumour location, TNM staging, and other relevant details on T2w images using the DISTANCE method. This method provides a systematic approach for evaluating all clinically significant features on MR images, which is crucial for treatment planning. In the DISTANCE method: DIS stands for the distance from the inferior part of the tumour to the transitional skin; T stands for T staging; A stands for the anal complex; N stands for nodal staging; C stands for circumferential resection margin; and E stands for extramural vascular invasion. MRI-based T and N staging were assigned to each patient using this method.

The analysis method for MRE datasets was detailed in previous studies. In brief, the MRE data was processed using wave-number multifrequency-inversion (k-MDEV) to create parameter maps of shear wave speed $$\backslash(c\backslash)$$ (measured in m/s), which serves as a proxy for tissue stiffness. The data processing followed the k-MDEV pipeline, which is available at www.bioqic-apps.com. To characterise the tumour, 9 to 18 circular regions of interest (ROIs), each measuring 0.3 ± 0.02 cm^2^, were placed in the anterior and posterior rectal wall across three consecutive slices covering the most significant solid tumour cross-section, based on anatomical T2w images and avoiding areas of necrosis, cyanosis, and blood vessels. The stiffness values were averaged within these manually defined ROIs. Distal tumour-adjacent tissue (DTT), located 2 cm from the tumour, was analysed in 6 circular ROIs measuring 0.1 ± 0.02 cm^2^ as a reference. In order to avoid the influence of individual differences in tissue stiffness on tumour stiffness, tumour stiffness was calculated as the ratio of the average shear wave velocity in tumour tissue to the average shear wave velocity in normal tissue. A radiologist, blinded to the clinical outcomes, placed all ROIs using MRE magnitude images and the corresponding elastograms.

### Immunohistochemistry (IHC) and masson staining

Immunohistochemistry was performed on human colorectal cancer tissues and tumour and liver metastasis tissues from nude mice. The detection of Lysyl Oxidase-Like 1 (LOXL1), HSF4, and Alpha-Smooth Muscle Actin (αSMA) followed a standardised protocol. Paraffin-embedded sections were first deparaffinised and rehydrated using an eco-friendly deparaffinisation solution (Servicebio, G1128) and anhydrous ethanol (SCRC, 100,092,683), followed by thorough rinsing with distilled water to ensure complete removal of residual chemicals. Antigen retrieval was subsequently performed using a 20 × Citrate Antigen Retrieval Solution (pH 6.0) (Servicebio, G1202). The specific retrieval conditions for each antigen were optimised based on tissue type and antigen characteristics, with careful attention to prevent buffer evaporation during the retrieval process. For all targets (LOXL1, HSF4, and α-SMA), antigen retrieval involved microwave heating at medium heat for 8 min, followed by an 8-min pause and then continued with low-medium heat for 7 min. After retrieval, the slides were washed with PBS (Servicebio, G0002), and endogenous peroxidase was exhausted by incubating the sections in a 3% hydrogen peroxide solution (Angergech, 04008978274207), followed by another PBS wash. Serum blocking was performed by covering the tissue with 3% BSA (Servicebio, GC305010) at room temperature. The primary antibody, prepared in the appropriate dilution, was applied to the sections and incubated overnight at 4 °C. The secondary antibody, HRP-labeled and corresponding to the species of the primary antibody, was then applied and incubated at room temperature. DAB (Servicebio, G1212) staining was performed next, with controlled development time, followed by a rinse with tap water to stop the reaction. Nuclei were counterstained, and the sections were dehydrated and mounted (Servicebio, G1404-100 mL). The results were examined under a bright-field microscope for LOXL1 and α-SMA; nuclei stained blue with hematoxylin (Servicebio, G1039), while positive expression indicated by DAB appeared brownish-yellow. HSF4 immunohistochemical staining intensity was classified into four levels: 0 (negative), 1 (weak), 2 (moderate), and 3 (strong). Staining frequency was quantified using ImageJ software through pixel analysis, with manual threshold adjustments based on each image's background noise and staining characteristics. To minimise bias, we performed multiple repeated observations and image comparison analyses. In the frequency quantification, the denominator included only tumour region pixels, excluding background noise and non-tumour tissues. The final HSF4 score was calculated by multiplying staining intensity by staining frequency, where a score > 1 was classified as high expression and a score of 1 or less as low expression. The HSF4 scoring criteria were referenced from Zhang et al.'s study [21]. These methods aim to enhance the quantitative analysis's transparency and reliability, ensuring the results' accuracy and reproducibility.

Masson staining is a widely used histochemical technique highlighting structures such as collagen and muscle fibres within tissues. For this study, sections were processed according to the manufacturer's instructions (Servicebio) for Masson staining. The procedure involved deparaffinisation and rehydration of paraffin-embedded sections or warming and fixing frozen sections, followed by sequential staining with the provided solutions. After staining, the sections were differentiated in 1% acetic acid, dehydrated, cleared, and mounted with neutral gum. Under the microscope, collagen fibres appeared blue, while muscle fibres, fibrin, and red blood cells were stained red. Details of the specific antibodies and staining kit used are provided in Table S1.

### Cell culture and cell transfection

Two human colorectal cancer cell lines, SW480 and HCT116, and a colon fibroblast cell line, CCD-18Co, were obtained from the American Type Culture Collection. SW480 cells were maintained in Leibovitz's L-15 medium (Gibco) with 10% fetal bovine serum (FBS) (Hyclone, Logan, UT, USA), 2 mM L-glutamine, 0.1 mg/mL streptomycin, and 100U/mL penicillin at 37 °C in a standard humidity incubator. HCT116 cells were cultured in RPMI 1640 medium (Invitrogen) with 10% FBS and maintained in a humidified incubator at 37 °C with 5% CO_2_. CCD-18Co cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) with high glucose (Life Technology, NY, USA), supplemented with 100 mg/ml streptomycin, 100 units/ml penicillin, and 10% fetal bovine serum. The cells were maintained at 37 °C with 5% CO_2_ and ≥ 90% humidity.

Genchem Biotechnology Co. Ltd. (Shanghai) provided lentiviral-based small hairpin RNA (shRNA) targeting HSF4 and a control lentivirus with scrambled shRNA. The sequences used were si-HSF4 #1: 5’-GCAAGCUGAUCCAGUGUCUTT-3', si-HSF4 #2: 5’-CGCCAACUCAACAUGUACGTT-3', and scrambled: 5’-UUCUCCGAACGUGUCACGU-3'. 

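HSF4 lies on the forward strand of chromosome 16 of GRCh38, from 67164681 to 67169945, and the GENCODE annotation lists 25 transcripts for it, of which 8 are protein-coding. Without the TT overhang, each siRNA matches 19 nt of HSF4 mRNA. The target of si-HSF4 #1, GCAAGCTGATCCAGTGTCT, starts at 67166391 in exon 5 and ends at 67166571 in exon 6 of a protein-coding HSF4 transcript of 13 exons and 1515 nt, so that it crosses an exon junction. The target covers nt 557 to 575 of this transcript, within the coding sequence. In the mRNA, the target and its surroundings read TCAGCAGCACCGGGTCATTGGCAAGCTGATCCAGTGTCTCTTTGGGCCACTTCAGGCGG. The target of si-HSF4 #2, CGCCAACTCAACATGTACG, starts at 67165615 in exon 2 and ends at 67165721 in exon 3 of the same transcript, at nt 217 to 235, also in the coding sequence. Its surroundings read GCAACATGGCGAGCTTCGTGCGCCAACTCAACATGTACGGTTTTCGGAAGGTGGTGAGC. A perfect match to the target of si-HSF4 #1 was found in 15 HSF4 transcripts, 5 of them protein-coding, and in 0 other genes among the 206694 transcripts searched. The target of si-HSF4 #2 was found in 10 HSF4 transcripts, 4 of them protein-coding, and in 1 other gene, AC074143.1, which overlaps HSF4 on the same strand from 67163385 to 67165815. The scrambled sequence, UUCUCCGAACGUGUCACGU, matched 0 HSF4 transcripts and 0 other genes. Only perfect matches were searched, and RNA from cells treated with these sequences was not analysed here.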

Experiments found that si-HSF4 #2 was more effective than si-HSF4 #1; therefore, only si-HSF4 #2 was used for shRNA constructs. SW480 and HCT116 cells were infected with these lentiviral particles and maintained in L-15 or RPMI 1640 medium containing 2 μg/mL or 1 μg/mL puromycin, respectively. After two weeks of selection, western blot analysis was performed to measure HSF4 expression, confirming the creation of stable cell lines.

### Construction of different matrix stiffness models

The construction of different matrix stiffness models followed established protocols reported in the literature [22]. Soft and stiff matrix media were obtained from MATRIGEN, USA (CAT SW6-COL-2-EA). The parameters for the stiff matrix media were 25 kPa and 50 hydrogels coated in different numbers of healthy plates. The parameters for the soft matrix media were 2 kPa hydrogels coated in different numbers of well plates.

### RNA extraction and deep sequencing

For RNA extraction and deep sequencing, SW480 cells were cultured on 6-well plates coated with 2 kPa or 25 kPa hydrogels (MATRIGEN, USA). Plates were washed with PBS, and 2 ml of cell suspension at 1 × 10^6^ cells/ml was added to each well. Each stiffness condition was tested in triplicate, and cells were incubated at 37 °C in a CO_2_-free incubator for 72 h. Cells were harvested by scraping in a complete medium. The cell suspension was centrifuged, washed with PBS, and treated with TRIzol reagent (Life Technologies) for RNA extraction, which was then sent to BGI Genomics for processing. BGI extracted and reverse-transcribed it into cDNA and constructed libraries for deep sequencing with a depth of 200 × . RNA was quantified using a NanoDrop and Agilent 2100 bioanalyser (Thermo Fisher Scientific). Libraries were prepared from 1 μg of total RNA per sample, and small RNA (18–30 nt) was purified via PAGE gel electrophoresis. Adapter-ligated small RNA was reverse-transcribed into cDNA, amplified by PCR, and enriched cDNA fragments were selected and purified. Library quality and quantification were assessed using an Agilent 2100 bioanalyser and real-time qPCR with TaqMan probes. Sequencing was performed on the Illumina HiSeq platform (BGI, Shenzhen). All sequencing results were uploaded to the Sequence Read Archive (SRA) database in FASTQ format. A total of six files were submitted, with each specimen generating an average of 12.64 GB of data. The dataset can be accessed at (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA522032).

### Sequencing data processing, differentially expressed genes and functional analysis

FASTQ files were subjected to quality assessment and potential coding predictions. The reads were then normalised to FPKM (Fragments Per Kilobase of exon model per Million mapped reads) to create matrix files. The processed data have been uploaded to the GEO database under accession number GSE273846 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273846). Differential expression analysis was performed in R using the DESeq2 package, which involved normalising counts, estimating dispersion, and fitting a generalised linear model to identify differentially expressed genes (DEGs) [23]. Gene Ontology (GO) and pathway enrichment analyses were conducted using the clusterProfiler package in R to elucidate the biological significance of the DEGs. Additionally, single-sample gene set enrichment analysis (ssGSEA) was carried out with the GSVA package in R to assess pathway activity at the individual sample level. Statistical analyses and visualisations, including plots of DEGs, enriched GO terms, and pathway activities, were generated using R packages such as ggplot2 [24]. Appropriate corrections for multiple tests were applied to ensure the robustness of the results. DEGs were visualised using volcano plots and heat maps to effectively illustrate the differences and patterns in gene expression. Please refer to our previous publication for detailed analysis methods [24].

### Data sources and analysis for HSF4 mRNA expression in CRC patients

HSF4 mRNA expression data and clinical information for CRC patients were retrieved from The Cancer Genome Atlas (TCGA) and the GSE10950 datasets [25]. The TCGA CRC cohort included 41 matched pairs of CRC tumours and adjacent normal tissues and 458 unpaired CRC tumour samples. TCGA-related analyses and visualisations were conducted using the GEPIA2 database (http://gepia2.cancer-pku.cn/) [26].

### Cell proliferation assay using CCK-8

In order to evaluate the effect of HSF4 knockdown on tumour cell proliferation, a CCK-8 assay was conducted. The cells were seeded at a density of 2 × 10^4^ cells per well in a 96-well plate containing 100 μl of medium with varying stiffness (2 kPa or 25 kPa). After incubation under standard conditions, the viability of the cells was assessed each day using the CCK-8 reagent. Viable cells were incubated with the CCK-8 solution for 2 h, and the absorbance at 450 nm was measured. This absorbance provided a quantitative measure of cell proliferation, allowing for the assessment of the impact of HSF4 knockdown on the growth of HCT116 and SW480 cells.

### Transwell migration and matrigel invasion assays

Transwell migration and Matrigel invasion assays were conducted using 24-well culture plates with inserts containing 8 μm pore membranes (Falcon). These membranes were either uncoated or coated with Matrigel (Corning). The cells were cultured on 2 kPa or 25 kPa matrices for 48 h, followed by starvation for 24 h before being harvested and seeded into the chambers for migration and invasion tests. 4 × 10^4^ cells in 0.2% bovine serum albumin (BSA) were placed in the upper chamber, while the lower chamber was filled with 500 μL of medium containing 10% fetal bovine serum (FBS). After 24 h, the cells that had migrated to the bottom surface of the upper chamber were fixed with 4% paraformaldehyde for 20 min and then stained with 0.1% Crystal Violet. The migrated or invaded cells were counted and photographed using a microscope, with five fields per membrane analysed for each group. These experiments were performed in triplicate. For a more detailed description of this methodology, please refer to our previous publication [27].

### Wound healing assay

Cells from each group were trypsinised and seeded into 6-well plates, then incubated at 37 °C until they reached 90% confluence. The cells were subjected to serum starvation in a 0.1% FCS-medium for 24 h. A precise scratch was made across the cell monolayer using a 10 µL pipette tip. After scratching, the cells were gently rinsed with PBS and cultured in 2 mL of 1% FCS-medium. The initial gap width was recorded at 0 h using a Leica microscope. The gap was then re-measured at 24 and 48 h with Image J software, and the percentage of the remaining gap area was calculated.

### Western Blot (WB) analysis

The Western blot analysis was conducted according to the methodology described in our previous research [28]. Briefly, cells were lysed in RIPA buffer containing a protease inhibitor cocktail (Selleck). Proteins (30 μg) were denatured by boiling at 95 °C for 5 min and then separated using sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE). The separated proteins were transferred to a PVDF membrane, blocked with 5% non-fat milk in TBS buffer containing 0.1% Tween-20 (TBS-T) at room temperature for 1 h. The membranes were cut according to molecular weights, incubated with primary antibodies at 4 °C overnight, washed with TBS-T, and then treated with HRP-conjugated secondary antibodies for 2 h at room temperature. Signal detection was performed using an enhanced chemiluminescence (ECL) system (Amersham Pharmacia Biotech, Arlington Heights, IL). Each blot was performed in triplicate, with GAPDH as the loading control. The intensity of the bands was measured using ImageJ for relative quantification. The Epithelial-Mesenchymal Transition (EMT) Antibody Sampler Kit #9782 was used to analyse epithelial-mesenchymal transition. The specific antibodies used are detailed in Table S1.

### Immunofluorescence assay

Immunofluorescence assays were performed using the CST immunofluorescence kit (catalogue number 12727S). Cells were plated on substrates with stiffnesses of 2 kPa, 25 kPa, and 50 kPa and cultured overnight until reaching 40–50% confluence. The cells were then fixed with 4% formalin at room temperature for 15 min. After fixation, the cells were washed three times with PBS. Blocking was carried out with the kit's blocking agent for 1 h, followed by incubation with the primary antibody overnight at 4 °C. The next day, cells were washed thrice with PBS and incubated with fluorescence-conjugated secondary antibodies for 1 h at room temperature. After three additional washes, nuclear staining was performed using DAPI (Beyotime, BB-4133) for 5–30 min in the dark. The results were observed using a fluorescence microscope. Specific antibodies used are listed in Table S1.

### Tumour formation in nude mice

The Ethics Committee approved the animal experiments for Experimental Animals of Xiangya Hospital, Central South University (Changsha, China; approval number: 202103520), and adhered to internationally accepted principles for the care and use of experimental animals (NRC, 2011). Twenty-four 4-week-old male BALB/C nude mice were sourced from Beijing Vital River Laboratory Animal Technology Co., Ltd. After a one-week acclimation period, the mice were randomly divided into four groups, each consisting of six mice. For the tumour formation experiments, different cell treatments were injected subcutaneously into the left axillary region of the mice as follows: shControl-HCT116 + LVControl-CCD-18Co, shHSF4-HCT116 + LVControl-CCD-18Co, shControl-HCT116 + LVLOXL1-CCD-18Co, and shHSF4-HCT116 + LVLOXL1-CCD-18Co. Each mouse received a 100 µL injection containing a mixture of CCD-18Co cells (4 × 10^5^) and HCT116 cells (2 × 10^6^). Mice were weighed and monitored twice weekly. After 17 days, the experiment was concluded. Tumours were photographed, excised, and fixed in paraformaldehyde.

### Liver metastasis model construction

The same groups of 4-week-old male BALB/C nude mice were used for the liver metastasis experiment. Following a one-week acclimation period, the mice were randomly divided into four groups of six. The different treated cells were injected into the spleen of each mouse in the respective groups: shControl-HCT116 + LVControl-CCD-18Co, shHSF4-HCT116 + LVControl-CCD-18Co, shControl-HCT116 + LVLOXL1-CCD-18Co, and shHSF4-HCT116 + LVLOXL1-CCD-18Co. Each mouse received a mixture of CCD-18Co (4 × 10^5^) and HCT116 (2 × 10^6^) cells in 100 µL. Post-injection, the mice were monitored and weighed twice weekly. The experiment was concluded on day 19, and the liver and spleen were collected, weighed, and fixed in 4% paraformaldehyde.

### Statistical analysis

This study's statistical analysis and data visualisation were conducted using GraphPad Prism 9, R, IBM SPSS 22.0, ImageJ, Adobe Illustrator CC 2024 software and BioRender.com. Quantitative data are expressed as mean values with standard errors from at least three independent experiments. Comparisons between two data groups were performed using the student's t-test, while differences among multiple groups were evaluated using two-way ANOVA with Tukey's test. A significance level of *P* < 0.05 was considered statistically significant. Specific statistical methods and results are detailed in the figure legends. For example, in Gene Set Enrichment Analysis (GSEA), a false discovery rate (FDR) of 0.1 was applied to adjust for multiple comparisons. *P*-values were calculated based on two-sided statistical tests, with significance levels denoted as *P < 0.05, **P < 0.01, and ***P < 0.001. Results with *P* > 0.05 were considered not significant (ns).

## Results

### High tumour stiffness leads to poor prognosis in colorectal cancer

Despite the growing evidence linking tumour stiffness with poor patient prognosis, the specific relationship between CRC stiffness and its biological behaviour and prognosis remains underexplored. This study included a cohort of 107 CRC patients with a mean follow-up period of 58 months. Each patient underwent MRE to measure the stiffness of the tumour and adjacent normal bowel tissue (Fig. 1A). Clinical and pathological data were collected, and the characteristics of the patients are summarised in Table 1. The results demonstrated that the shear wave velocity of the tumours was significantly higher than that of the adjacent normal bowel tissue (Fig. 1B).

**Fig. 1:**
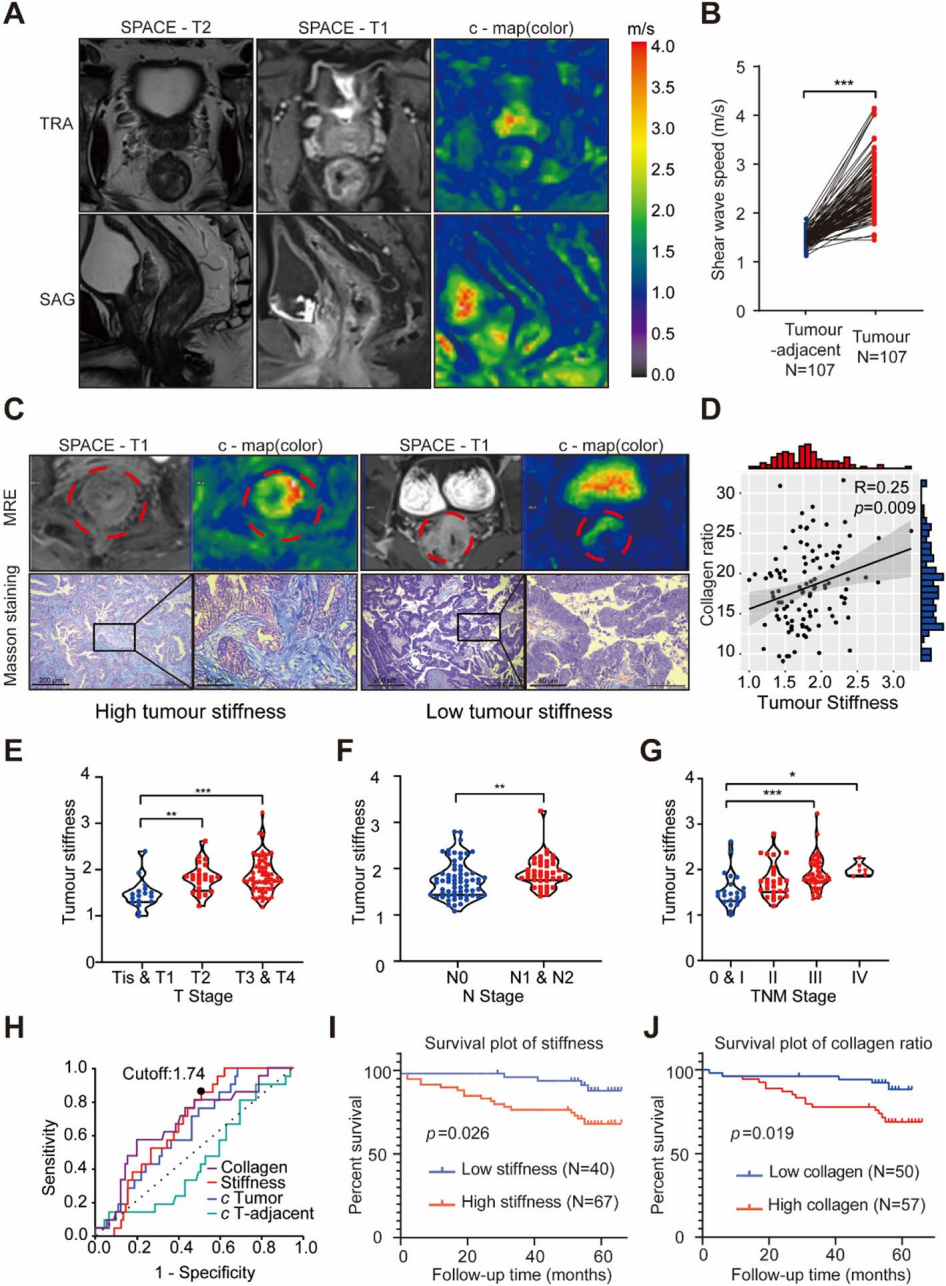
High Stiffness Leads to Poor Prognosis in Colorectal Cancer. **A** Representative MRI 3D SPACE T2w images, T1, MRE magnitude images, and c-maps (in colour) for CRC patients, presented in both transverse (TRA) and sagittal (SAG) views. **B** Line graph depicting shear wave velocity in tumour and adjacent normal tissues from 107 CRC patients. Tumour tissues exhibit significantly higher shear wave velocity than normal tissues (p-values determined using a matched T-test). **C** Representative MRE images and Masson staining results for High Tumour Stiffness and Low Tumour Stiffness. The upper red region denotes the tumour region of interest (ROI), while the lower panels display Masson staining images with scale bars of 200 μm and 50 μm, respectively. **D** Spearman correlation analysis between tumour stiffness and collagen ratio in 107 patients. The collagen ratio is quantified from Panel C (R = 0.25, *P* = 0.009). The grey area represents the 95% confidence interval. **E**–**G** Violin plots illustrate the relationships between tumour stiffness and T stage (**E**), N stage (**F**), and TNM stage (**G**). Elevated stages in all categories correlate with increased tumour stiffness. Statistical significance was determined using a two-tailed Student's t-test (*N* = 107 for all plots). H. Receiver Operating Characteristic (ROC) curve analysis was performed for collagen content, tumour stiffness, c-tumour, and c-tumour adjacent parameters based on patient death data. The Area Under the Curve (AUC) for tumour stiffness was 0.694, with the best cutoff value of 1.74. I-J. Kaplan–Meier plots comparing patients' overall survival (OS) based on tumour stiffness and collagen content. Patients with high stiffness and high collagen exhibit poorer survival rates than those with low stiffness and low collagen (evaluated using the log-rank test). For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

**Table 1:** Patient Characteristics and Comparison between Low Collagen and High Collagen

Characteristics	All Patients (*N* = 107)	Low Collagen (*N* = 50)	High Collagen (*N* = 57)	*P*-value
Sex				
Male	62	28	34	0.85
Female	45	22	23	
Age (year)	56.92 ± 10.83	56.96 ± 12.19	56.88 ± 9.58	0.97
Height (m)	1.62 ± 0.07	1.61 ± 0.08	1.62 ± 0.07	0.44
Weight (kg)	59.76 ± 11.54	57.47 ± 11.32	61.76 ± 11.45	0.05
BMI (kg/m^2^)	22.74 ± 3.35	22.03 ± 3.30	23.35 ± 3.29	0.041*
Stiffness Characteristics				
Shear Wave Velocity of Normal Tissue (m/s)	1.28 ± 0.13	1.27 ± 0.12	1.29 ± 0.14	0.46
Shear Wave Velocity of Tumour Tissue (m/s)	2.30 ± 0.56	2.18 ± 0.46	2.41 ± 0.61	0.028*
Ratio of Tumour/Normal	1.80 ± 0.39	1.72 ± 0.31	1.88 ± 0.43	0.031*
MRI Characteristics				
mT				
mT1	2	0	2	0.041*
mT2	23	13	10	
mT3	66	34	32	
mT4	16	3	13	
mN				
mN0	49	24	25	0.08
mN1	38	21	17	
mN2	20	5	15	
mM				
mM0	100	48	52	0.45
mM1	7	2	5	
Circumferential Resection Margin				
Positive	15	5	10	0.40
Negative	92	45	47	
Extramural Vascular Invasion;				
Positive	28	8	20	0.029*
Negative	79	42	37	
Tumour Growth Pattern				
Intramural	32	21	11	0.013*
Luminal	64	27	37	
Both	11	2	9	
Tumour Length (mm)	43.53 ± 16.72	40.62 ± 14.97	46.09 ± 17.86	0.09
Tumour Thickness (mm)	15.39 ± 7.89	13.34 ± 4.98	17.19 ± 9.44	0.009**
MRI Cancer Nodule				
Positive	10	3	7	0.33
Negative	97	47	50	
Hyperintensity on T2w images				
Positive	14	10	4	0.08
Negative	93	40	53	
Vascular Edema, Necrosis or Mucous Degeneration				
Positive	20	9	11	1.00
Negative	87	41	46	
Hemorrhage, High T1				
Positive	2	2	0	0.21
Negative	105	48	57	
Number of Mesorectal Lymph Nodes				
0	48	24	24	0.11
1	14	9	5	
2	22	11	11	
> = 3	23	6	17	
Histopathologic features				
pT or ypT				
Tis	7	0	7	0.06
T1	10	7	3	
T2	24	10	14	
T3	63	31	32	
T4	3	2	1	
pN or ypN				
N0	68	30	38	0.67
N1	32	17	15	
N2	7	3	4	
TNM stage or ypTNM stage				
0	7	0	7	0.001**
I	16	11	5	
II	27	19	8	
III	51	18	33	
IV	6	2	4	
Cancer Nodule				
Positive	12	5	7	0.76
Negative	95	45	50	
Perineural Invasion				
Positive	15	6	9	0.78
Negative	92	44	48	
Vascular Invasion				
Positive	18	9	9	0.80
Negative	89	41	48	
Histologic Grade				
Low	13	6	7	0.07
Moderate	82	42	40	
High	2	1	1	
Unassessable or Missing	10	1	9	
Mismatch Repair Status				
Deficient Mismatch Repair	9	6	3	0.20
Proficient Mismatch Repair	76	37	39	
Unassessable or Missing	22	7	15	
Progression				
Locally advanced rectal cancer	84	39	45	1.00
Non-locally advanced rectal cancer	23	11	12	
Survival Status				
Alive	86	50	57	0.027*
Deceased	21	5	16	
Average Survival Time (months)	58.63 ± 1.61	60.52 ± 1.34	54.63 ± 2.64	0.019*

Notes: This table comprehensively presents the demographic, clinical, and histopathologic characteristics of all patients (*N* = 107), stratified by collagen levels into the Low Collagen (*N* = 50) and High Collagen (*N* = 57) groups. Categorical variables were compared using Chi-square tests, while continuous variables were analysed with student's t-tests (or suitable non-parametric tests, where applicable, when normality assumptions were violated). Abbreviations used throughout the table include MRI (Magnetic Resonance Imaging) for imaging traits, BMI (Body Mass Index) for anthropometric measurements, and pT, pN, and TNM for pathological staging. Abbreviations mT, mN, and mM refer to MRI-based tumour, node, and metastasis staging. In this study, a *P*-value less than 0.05 was considered statistically significant. An asterisk (*) signifies a statistically significant difference (*p* < 0.05), while a double asterisk (**) indicates a higher level of significance (e.g., *p* < 0.01)

Given the strong correlation between tumour stiffness and collagen content, we further investigated this relationship by performing Masson's staining on samples from each patient and analysing the correlation between MRE results and collagen content (Fig. 1C). Tumour stiffness was quantified as the ratio of tumour stiffness to normal tissue stiffness to minimise the influence of each patient's normal tissue stiffness. The results of Masson staining indicated a positive correlation between MRE findings and tumour collagen ratio (Fig. 1D).

Moreover, our study revealed a close association between tumour stiffness and tumour malignancy, as evidenced by significant correlations with T, N, and TNM stages (Fig. 1E-G). Through ROC curve analysis, combined with patient mortality data, we identified optimal cutoff values for tumour stiffness and collagen ratio (Fig. 1H). Patients with a stiffness ratio greater than 1.74 were classified into the high-stiffness group, while those with a ratio of 1.74 or less were placed in the low-stiffness group. Kaplan–Meier (K-M) survival analysis showed that the mean survival time in the high-stiffness group was 54.38 ± 2.64 months, compared to 64.05 ± 1.00 months in the low-stiffness group (*P* = 0.007) (Fig. 1I). Similarly, patients with a collagen ratio exceeding 17.6% were classified into the high-collagen group, while those with 17.6% or less were classified into the low-collagen group. Specifically, the mean survival time was 54.63 ± 2.64 months in the high-collagen group and 60.52 ± 1.34 months in the low-collagen group (*P* = 0.019) though K-M survival analysis (Fig. 1J). These findings suggest that tumour stiffness and collagen content are closely related to CRC prognosis and may be effective indicators of cancer progression and patient outcomes.

### The effects of different extracellular matrix stiffness on colorectal cancer morphology and gene expression

To further elucidate the molecular mechanisms by which ECM stiffness affects the biological behaviour of CRC, we cultured the SW480 cell line on matrices with stiffness levels of 2 kPa and 25 kPa, respectively. 

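SW480 is a cell line established from a human colorectal adenocarcinoma. The cells were grown for 72 h on hydrogels of 2 kPa or 25 kPa, and the RNA of each culture was sequenced as a separate library, with 3 libraries at 2 kPa and 3 at 25 kPa. The authors normalised the reads to FPKM, the number of fragments per kilobase of exon model scaled to the mapped reads of the library, and deposited an FPKM value for each gene symbol in each library. The paper's text names neither the aligner and counter nor the genome build. The table held 8529 genes with 0 values equal to 0, and its lowest FPKM was 0.01. Of the 8401 symbols found in the RefSeq gene table, 8329 were protein-coding genes. The FPKM values summed to 233271, 201030 and 235728 in the libraries at 2 kPa, with medians of 2.45, 2.83 and 2.23. At 25 kPa they summed to 231714, 263028 and 235396, with medians of 2.69, 2.44 and 2.75. The values showed no steps of whole reads, so the number of reads behind each value is unknown, and the error given is the spread between libraries. The log2 values of libraries at the same stiffness correlated across genes with a Pearson r of 0.974 to 0.989, where genes are not independent replicates. GAPDH was listed at 0.32 to 3.35 FPKM across the 6 libraries, and the table does not say which transcripts of a gene its FPKM covers. The values were converted to log2(FPKM + 1) and compared with limma, with a trend of the variance over the mean and Benjamini-Hochberg adjustment over all genes. A fold change is therefore on the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. No scaling between libraries was added, and the replicate number was not used as a block. These choices could change the numbers, together with the pseudocount and a filter on low FPKM.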

Significant changes in cell morphology were observed under different stiffness conditions (Fig. 2A). 

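Of the 8529 genes compared between 25 kPa and 2 kPa, 10 had an adjusted p under 0.05 by limma, 6 of them higher and 4 lower at 25 kPa. Among the settings tried on the log2 scale, counting genes at an unadjusted p under 0.05 moved this number most, to 866. Of these 866 genes, 594 (68.6%) were higher and 272 lower at 25 kPa. This share depended on the scaling between libraries, with 42.8% higher after the FPKM were rescaled to equal library sums, 41.4% after median centring and 51.1% after quantile normalisation. The rescaled sums were 1e+06, so the pseudocount of 1 also weighed less in that setting. With a pseudocount of 0.1 and no rescaling, the share was 69.1%. The libraries of the 2 stiffness levels did not overlap for 1361 genes (16%), where chance gives 10% on average with 3 libraries against 3. Genes are not independent, so neither this share nor the 866 genes can tell an effect from chance. Another split, 2 kPa replicates 1 and 3 with 25 kPa replicate 2 against the rest, gave 1189 genes at an unadjusted limma p under 0.05. SAA1, on chromosome 11 of GRCh38 from 18266174 to 18269977, had the smallest p. Its level was 12.3 ± 3.44 FPKM (SD, n = 3) at 2 kPa and 91.6 ± 7.50 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of 2.82 (standard error 0.18, limma adjusted p = 0.000547). SAA2 rose from 2.99 ± 0.954 to 20.9 ± 3.86 FPKM (SD, n = 3), a log2 fold change of 2.47 (standard error 0.22, limma adjusted p = 0.00447). SAA1 and SAA2 are paralogs whose reads the authors' counting could have split, so the level of each is uncertain. PPME1, on chromosome 11 from 74171099 to 74254703, rose from 42.8 ± 5.75 to 161 ± 6.16 FPKM (SD, n = 3), a log2 fold change of 1.90 (standard error 0.12). ANKRD1 rose from 51.2 ± 7.47 to 130.9 ± 6.32 FPKM (SD, n = 3), a log2 fold change of 1.35 (limma adjusted p = 0.00547). Among the genes with the smallest p lower at 25 kPa were CRIP2, ISM1, GADD45G and NOTUM. CRIP2 had 15.3 ± 3.95 FPKM (SD, n = 3) at 2 kPa and 4.34 ± 0.0693 FPKM (SD, n = 3) at 25 kPa. ISM1 had 20.7 ± 3.33 FPKM (SD, n = 3) at 2 kPa and 8.00 ± 0.665 FPKM (SD, n = 3) at 25 kPa. NOTUM fell from 80.6 ± 12.1 to 38.4 ± 5.93 FPKM (SD, n = 3) and did not pass the threshold (limma adjusted p = 0.0560). The 6th gene higher at 25 kPa was TPP2, named here after its values were seen, which was listed near the lower end of the table at 2 kPa (0.0467 ± 0.00577 FPKM, SD, n = 3) and at 1.29 ± 0.418 FPKM (SD, n = 3) at 25 kPa. With each library left out in turn, between 3 and 11 genes passed. SAA1, PPME1 and MSX1 passed in 6 of these 6 fits, and SAA2 and ANKRD1 in all but the one without 25 kPa replicate 2 (limma adjusted p = 0.0583 for both). CRIP2 and ISM1 passed only in the fit without 2 kPa replicate 3, GADD45G only without 2 kPa replicate 2, and TPP2 only without 25 kPa replicate 3.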

Transcriptome deep sequencing analysis revealed 1,759 genes with significantly altered expression (Fig. 2B), with the top 33 differentially expressed genes including GADD45G, SFRP5, and CDA. (Fig. 2C). Functional annotation indicated that high stiffness notably impacted biological processes, particularly nuclear division and organelle fission (Fig. 2D). 

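Nuclear division was tested with a list of 97 mitotic nuclear division genes written by hand, because a Gene Ontology annotation was not used here. The table held 71 of them, 3 of which are among the genes of Fig. 2C. At 25 kPa, 68 of the 71 genes (95.8%) were higher than at 2 kPa, with a median log2 fold change of 0.62, against a median of 0.05 over all genes. The camera test of limma, which compares the listed genes with all other genes at a preset correlation between genes of 0.01, gave an adjusted p = 1.28e-28. The adjusted p was 0.0370 under fry, which tests the list by itself, and 0.230 when camera estimated the correlation within the list. That last setting moved the result most and was the one under which the list no longer passed the threshold of 0.1 used for gene sets. KIF2C had 26.8 ± 2.08 FPKM (SD, n = 3) at 2 kPa and 44.9 ± 3.86 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of 0.72 (standard error 0.12, limma adjusted p = 0.0759). NCAPH had 2.11 ± 0.268 FPKM (SD, n = 3) at 2 kPa and 5.20 ± 0.331 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of 1.00 (standard error 0.20, limma adjusted p = 0.121). Neither gene passed the threshold of 0.05 over all genes, although the libraries of the 2 stiffness levels did not overlap for either. With each library left out in turn, the median log2 fold change of the list stayed between 0.52 and 0.67.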

Single-sample Gene Set Enrichment Analysis (ssGSEA) showed that high ECM stiffness significantly affected various cellular functions, such as activating the cell cycle and homologous recombination, while low stiffness inhibited pathways like cytokine-cytokine receptor interaction and hedgehog signalling pathway(Fig. 2E, F). 

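The 10 pathways of Fig. 2E and 2F were tested with camera on gene lists written by hand. Of these, 9 had an adjusted p under 0.1, with 4 pathways of Fig. 2F higher and the 5 of Fig. 2E lower at 25 kPa relative to other genes. The number fell to 5 under fry, the pathways of Fig. 2F, and to 0 when camera estimated the correlation between genes, where 0 also had an unadjusted p under 0.05. It was 10 under preranked GSEA. Because fry tests each list by itself, a shift of all genes enters its result. It was run without scaling between libraries, where the median of all genes was 0.05, against −0.03 after median centring. Without 2 kPa replicate 2, 5 of the 10 passed. For the cell cycle, 70 of 86 genes were higher at 25 kPa, with a median log2 fold change of 0.25 (camera adjusted p = 6.42e-06). For homologous recombination, 15 of 19 genes were higher, with a median of 0.27 (camera adjusted p = 0.00190). With each library left out in turn, the homologous recombination median ranged from 0.13 without 2 kPa replicate 3 to 0.45 without 2 kPa replicate 1, and its camera adjusted p was highest without 2 kPa replicate 2 (adjusted p = 0.0459). The cell cycle and homologous recombination lists both passed under fry (adjusted p = 0.0479) and not with an estimated correlation (adjusted p = 0.231). For cytokine-cytokine receptor interaction, 29 of 72 genes were higher at 25 kPa and the median was −0.04 (camera adjusted p = 0.00190). For the hedgehog signalling pathway, 9 of 25 genes were higher and the median was −0.03 (camera adjusted p = 0.00852). Neither of the latter passed under fry (adjusted p = 0.509) or with an estimated correlation (adjusted p = 0.301). Preranked GSEA called the cytokine-cytokine receptor list (adjusted p = 0.00102) and the hedgehog list (adjusted p = 4.27e-05). Both depended on 2 kPa replicate 2, without which the medians were 0.04 and 0.02 and the adjusted p = 0.109 and 0.132. After median centring, the medians were −0.12 and −0.11, with −0.03 over all genes (camera adjusted p = 0.00128 and 0.00298). Among genes with a mean FPKM of at least 1, they were −0.08 and −0.24 (camera adjusted p = 0.001415 and 0.000472). After removal of each library's trend over GC content, the hedgehog median was 0.002 and its camera adjusted p = 0.0769. Oocyte meiosis (camera adjusted p = 5.77e-05) and proteasome (camera adjusted p = 9.95e-06) were higher at 25 kPa, and Leishmania infection and MAPK signalling (camera adjusted p = 0.00852 for both) and hematopoietic cell lineage (camera adjusted p = 0.0574) were lower relative to other genes. Steroid hormone biosynthesis did not pass (camera adjusted p = 0.140), with a median of 0.06 that was 0.16 without 2 kPa replicate 3, 0.26 among genes with a mean FPKM of at least 1 and −0.02 after median centring. The lists share genes, with 40 of the 86 cell cycle genes and 40 of the 55 oocyte meiosis genes also in another list. The ssGSEA score of the cell cycle genes in each library was 1423 ± 43.3 (SD, n = 3) at 2 kPa and 1585 ± 43.8 (SD, n = 3) at 25 kPa, in the arbitrary units of the method. For homologous recombination, the score was 526 ± 190.0 (SD, n = 3) at 2 kPa and 856 ± 110.1 (SD, n = 3) at 25 kPa. The cytokine-cytokine receptor score went from −179.5 ± 110.6 (SD, n = 3) to −353 ± 64.7 (SD, n = 3), and the hedgehog score from 18.0 ± 177 (SD, n = 3) to −303 ± 44.2 (SD, n = 3). For each of these 4 scores the libraries of the 2 stiffness levels did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).

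**Figure D1:**
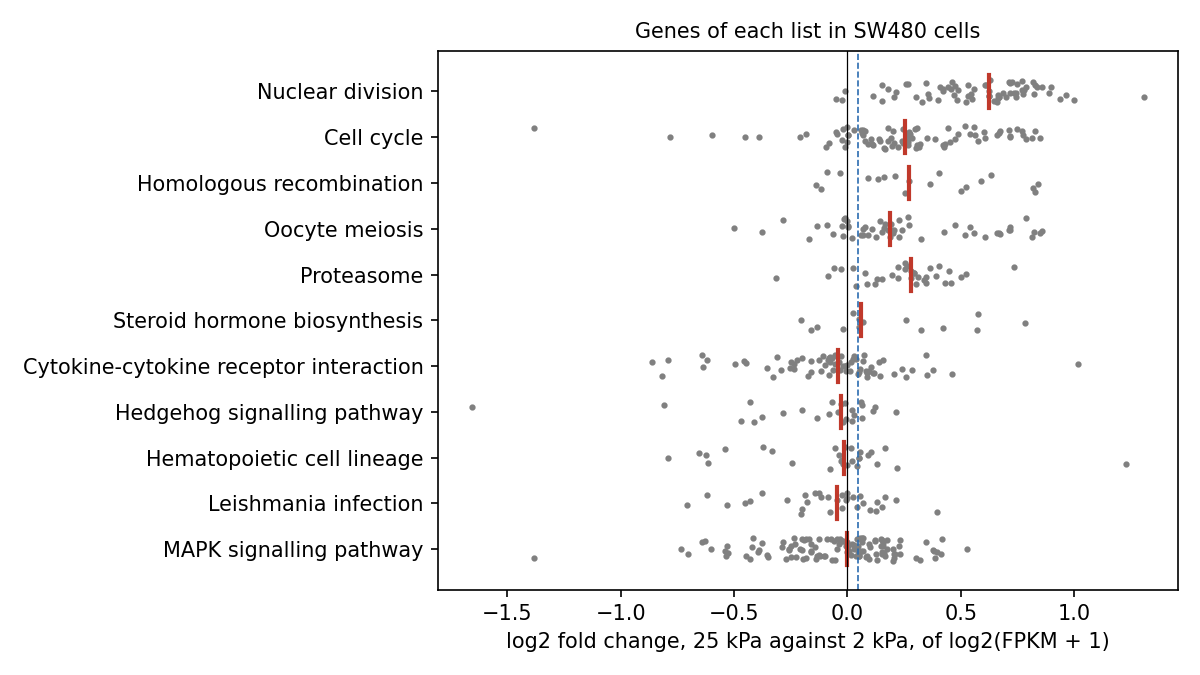
Log2 fold change of FPKM + 1 at 25 kPa against 2 kPa (horizontal axis) for the genes of the nuclear division list and the 10 pathways in SW480 cells. Grey points are genes, red bars the median of each list, the solid line 0 and the dashed line the median of all genes. Nuclear division (68 of 71 genes), the cell cycle (70 of 86) and homologous recombination (15 of 19) lie mostly to the right of 0, while 29 of 72 cytokine-cytokine receptor genes and 9 of 25 hedgehog genes do.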

The deep sequencing and processed data have been uploaded to the NCBI Sequence Read Archive (SRA) database under PRJNA522032 and the Gene Expression Omnibus (GEO) database under accession number GSE273846. These results indicate that the mechanical properties of the ECM play a crucial role in regulating cell behaviour, especially within the tumour microenvironment. High ECM stiffness may promote tumour progression by enhancing cell proliferation and DNA repair mechanisms, leading to a more aggressive cancer phenotype.

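The S phase and G2/M phase gene lists distributed with Seurat, a package for single-cell RNA analysis, gave a measure of proliferation that does not rest on the lists written by hand. Of the 29 S phase genes in the table, 24 were higher at 25 kPa than at 2 kPa, with a median log2 fold change of 0.50 (camera adjusted p = 7.57e-10). Of the 37 G2/M phase genes, 35 were higher, with a median of 0.66 (camera adjusted p = 3.38e-18). Both lists also passed under fry (adjusted p = 0.00245) and with the correlation between genes estimated (adjusted p = 0.0189). These values were adjusted over the S and G2/M lists alone. The nuclear division and cell cycle lists were adjusted with all pathways of Fig. 2E and 2F, so their adjusted p are not comparable with these. From the genes and pathways that differ between the 2 stiffness levels, in particular the cell cycle and homologous recombination, the paper proposes that a stiff matrix promotes tumour progression through proliferation and DNA repair.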

**Fig. 2:**
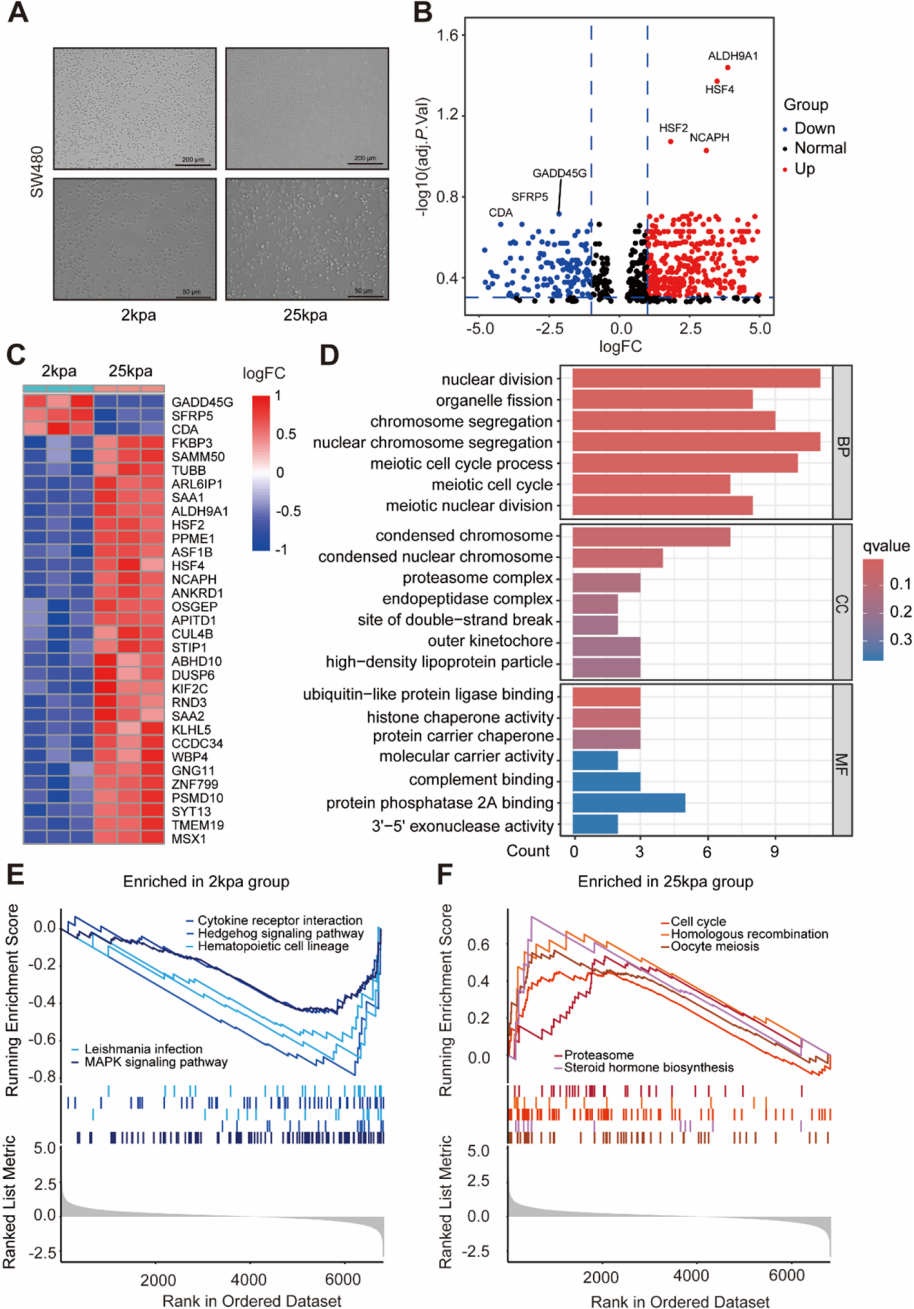
Extracellular Matrix Stiffness Significantly Affects Gene Expression in CRC Cell Lines. **A** Significant morphological differences were observed under an optical microscope After culturing SW480 cell lines for 72 h in media with 2 kPa and 25 kPa stiffness levels. In soft matrices, cells exhibited a spherical shape, whereas in stiff matrices, cells became polygonal with pseudopodia formation. Scale bars: 200 μm (upper panel), 50 μm (lower panel). **B** The volcano plot displays the top 1000 differentially expressed genes, with red indicating genes upregulated in high-stiffness matrices and blue indicating genes upregulated in low-stiffness matrices, highlighting significant gene expression differences. **C** The heatmap illustrates the 33 most differentially expressed genes. Among these, three genes are downregulated in low-stiffness conditions, while thirty genes are significantly upregulated in high-stiffness conditions. **D** GO functional annotation analysis reveals the impact of extracellular matrix stiffness on Biological Processes (BP), Cellular Components (CC), and Molecular Functions (MF). **E** ssGSEA analysis shows five signalling pathways significantly downregulated under 2 kPa extracellular matrix conditions. **F** ssGSEA analysis shows that five signalling pathways are significantly upregulated under 25 kPa extracellular matrix conditions. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

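For the 33 genes of Fig. 2C, the libraries of the 2 stiffness levels did not overlap in any of the 33, and 30 were higher and 3 lower at 25 kPa, each in the direction the heatmap shows. The size of the log2 fold change ranged from 0.13 for SAMM50 to 2.82. By limma, 6 of the 33 had an adjusted p under 0.05 over all genes, and 28 when adjusted over the list alone. The study chose the list on these libraries, so the latter is not independent evidence. By p among all genes, the 33 ranked from 1 to 2776, with a median rank of 88. Without 25 kPa replicate 2, 3 of the 33 passed over all genes. GADD45G, SFRP5 and CDA were the genes lower at 25 kPa. GADD45G had 2.48 ± 0.393 FPKM (SD, n = 3) at 2 kPa and 0.327 ± 0.0153 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of −1.38 (standard error 0.18, limma adjusted p = 0.0342). SFRP5 had 24.2 ± 1.47 FPKM (SD, n = 3) at 2 kPa and 11.9 ± 1.92 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of −0.97 (standard error 0.14, limma adjusted p = 0.0566). CDA had 14.6 ± 1.52 FPKM (SD, n = 3) at 2 kPa and 6.62 ± 0.928 FPKM (SD, n = 3) at 25 kPa, a log2 fold change of −1.03 (standard error 0.16, limma adjusted p = 0.0583). SFRP5 and CDA passed the threshold with a pseudocount of 0.1 in place of 1 (limma adjusted p = 0.0449 for both), and over all settings their adjusted p ranged from 0.0326 to 0.259 and from 0.0273 to 0.283.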

### High expression of HSF4 in CRC is significantly associated with tumour stiffness and predicts poor prognosis

We conducted a detailed analysis of the sequencing results for the 33 most significantly differentially expressed genes to identify the key genes that may impact CRC prognosis and those regulated by tumour stiffness. 

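HSF4 had 3.02, 3.12 and 3.07 FPKM in the libraries at 2 kPa and 6.32, 6.38 and 6.95 FPKM in those at 25 kPa. The means were 3.07 ± 0.0500 FPKM (SD, n = 3) and 6.55 ± 0.348 FPKM (SD, n = 3), a log2 fold change of 0.89 with a standard error of 0.18. The libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest this design allows). Over all genes, HSF4 ranked 53rd by p and did not pass the threshold (limma adjusted p = 0.120). With each library left out in turn, its log2 fold change stayed between 0.85 and 0.91 and its adjusted p between 0.185 and 0.509. Tested on FPKM without a log scale and without a variance trend, a setting chosen after seeing the data, its limma adjusted p = 0.0426, the one setting tried in which it was under 0.05. HSF4 overlaps the gene AC074143.1 on the same strand, so its level is uncertain where the authors' counting could have shared reads between them. HSF2, on chromosome 6 of GRCh38 from 122399546 to 122433119, had 3.79 ± 0.147 FPKM (SD, n = 3) at 2 kPa and 5.62 ± 0.110 FPKM (SD, n = 3) at 25 kPa. Its log2 fold change of 0.47 (standard error 0.17) ranked 538th by p (limma adjusted p = 0.404). HSF1, HSF5, HSFX1 and HSFY1 were not analysed here.

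**Figure D2:**
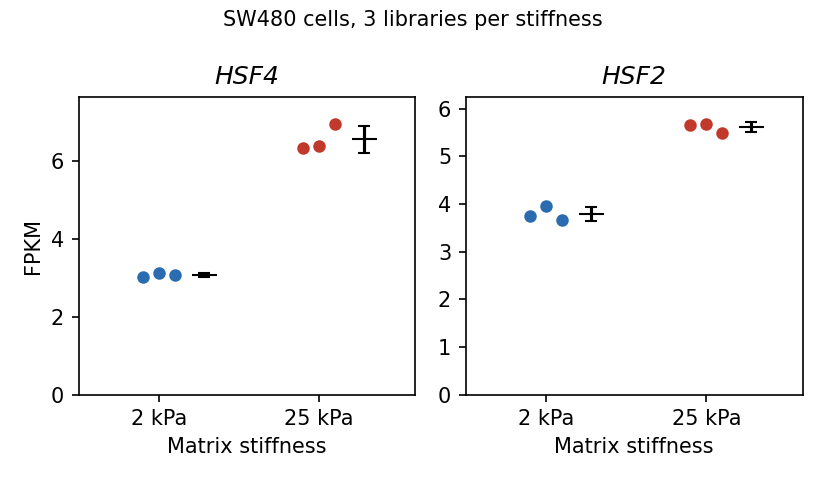
FPKM (vertical axis, from 0) of HSF4 and HSF2 in SW480 cells at 2 kPa (blue) and 25 kPa (red). Points are the 3 libraries of each stiffness, horizontal bars the mean and error bars the SD; for HSF4 the libraries at 25 kPa lie at 6.32 FPKM or above and those at 2 kPa at 3.12 FPKM or below.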

Our study revealed a strong association between the high expression of Heat Shock Transcription Factor 4 (HSF4) and increased tumour stiffness, indicating a poor prognosis. Kaplan–Meier survival analysis using the TCGA database showed that patients with high HSF4 expression had significantly worse outcomes (Fig. 3A). Additionally, HSF4 expression was significantly higher in tumour tissues compared to normal tissues in both colon and rectal cancers (Fig. 3B). Moreover, HSF4 expression increased with advancing TNM stage (Fig. 3C).

**Fig. 3:**
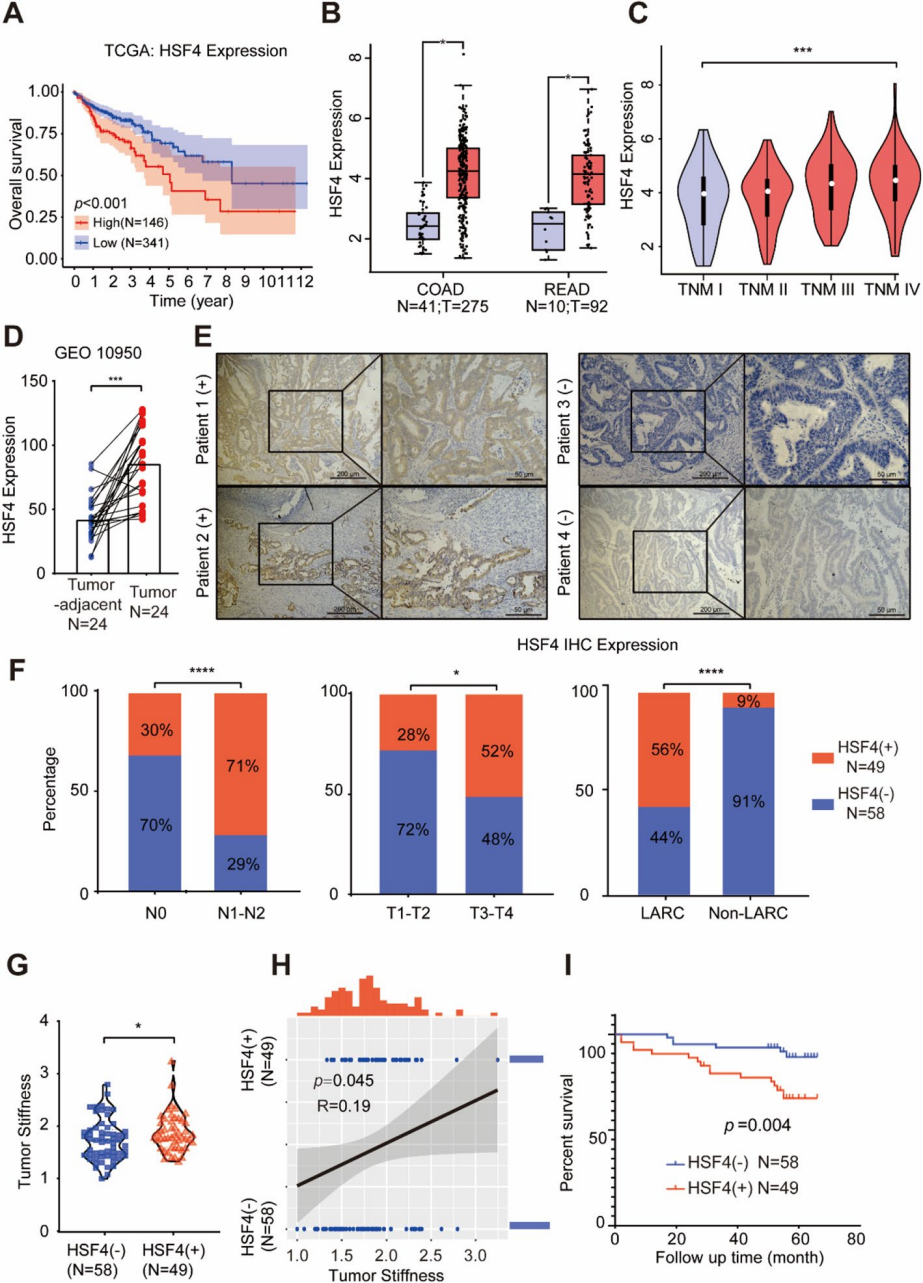
HSF4 in CRC is Closely Linked to Tumour Stiffness and Indicates Poor Prognosis. **A** Kaplan–Meier plot comparing the overall survival (OS) of TCGA CRC patients with high and low HSF4 expression (*N* = 487). The log-rank test was used for comparison. **B** Comparison of HSF4 expression in the TCGA COAD (colon adenocarcinoma) (*N* = 41, T = 275) and READ (rectum adenocarcinoma) (*N* = 10, T = 92) datasets. N represents normal colorectal samples, and T represents tumour samples. Student's t-test was used for comparison. The log2(TPM + 1) transformation was applied for logarithmic presentation. **C** Assessment of the relationship between log2(TPM + 1) transformed HSF4 expression and CRC TNM staging using the Gepia2 database. An F-test was conducted, with F value = 5.36 and Pr(> F) = 0.00128. **D** HSF4 expression in tumour and adjacent normal tissues from 24 CRC patients. A paired samples t-test was used for comparison. **E** Representative IHC images of HSF4 expression in tumour tissues from 4 patients in our cohort. Patients 1, 2, and 3 showed positive HSF4 expression, while Patient 4 showed negative expression. Scale bars are 200 μm and 50 μm, respectively. **F** Association between HSF4 expression and N stage, T stage, and LARC (locally advanced rectal cancer) and non-LARC in 107 patients from our cohort. A Chi-square test was used for comparison. **G** Relationship between HSF4 IHC expression and tumour stiffness in 107 patients. A t-test was used for comparison. **H** Correlation between HSF4 IHC results and tumour stiffness. Spearman correlation test was used for analysis.** I** Kaplan–Meier plot comparing the overall survival (OS) of CRC patients with high and low HSF4 expression in our cohort (*N* = 107). The log-rank test was used for comparison. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

To validate these findings across different datasets, we also analysed the GEO10950 dataset from 24 CRC patients and confirmed that HSF4 expression was elevated in tumour tissues compared to adjacent normal tissues. To further elucidate the clinical significance of HSF4 expression in CRC, we performed immunohistochemistry (IHC) for HSF4 on samples from 107 patients in our study cohort, with representative images shown in Fig. 3E. In this cohort, we observed higher HSF4 protein expression in metastatic lymph nodes, with its positivity rate increasing with more advanced T stages. Moreover, the positivity rate was significantly higher in locally advanced rectal cancer (LARC) than in non-LARC cases (Fig. 3F).

We also investigated the correlation between HSF4 IHC positivity and tumour stiffness. The results demonstrated that tumours from HSF4-positive patients exhibited higher stiffness (Fig. 3G), with a significant correlation between these two factors (Fig. 3H). K-M analysis of our cohort further showed that HSF4-positive patients had a poorer prognosis, with a mean survival time of 54.04 ± 2.90 months compared to 62.43 ± 1.51 months for HSF4-negative patients (*P* < 0.001). Our cohort also revealed that HSF4 positivity was not associated with the tumour collagen ratio (Figure S1). These findings suggest that HSF4 is closely linked to increased tumour stiffness, and its high expression predicts poor prognosis in CRC.

### HSF4 mediates CRC Invasion and metastasis by responding to extracellular matrix stiffness

The correlation between HSF4 expression and CRC tumour stiffness and its association with poor prognosis prompted us to investigate further. To explore the functional role of HSF4, we established HSF4 knockout models in SW480 and HCT116 cell lines and examined their behaviour under different stiffness conditions. We found that HSF4 knockout significantly reduced cell proliferation, irrespective of substrate stiffness (Fig. 4A). The wound healing assay demonstrated that the migratory capacity of tumour cells was markedly impaired following HSF4 knockout (Fig. 4B). Migration and invasion assays conducted on extracellular matrices of varying stiffness revealed that HSF4 enhances cell invasion and migration in both CRC cell lines, with these effects becoming more pronounced as stiffness increases (Fig. 4C).

**Fig. 4:**
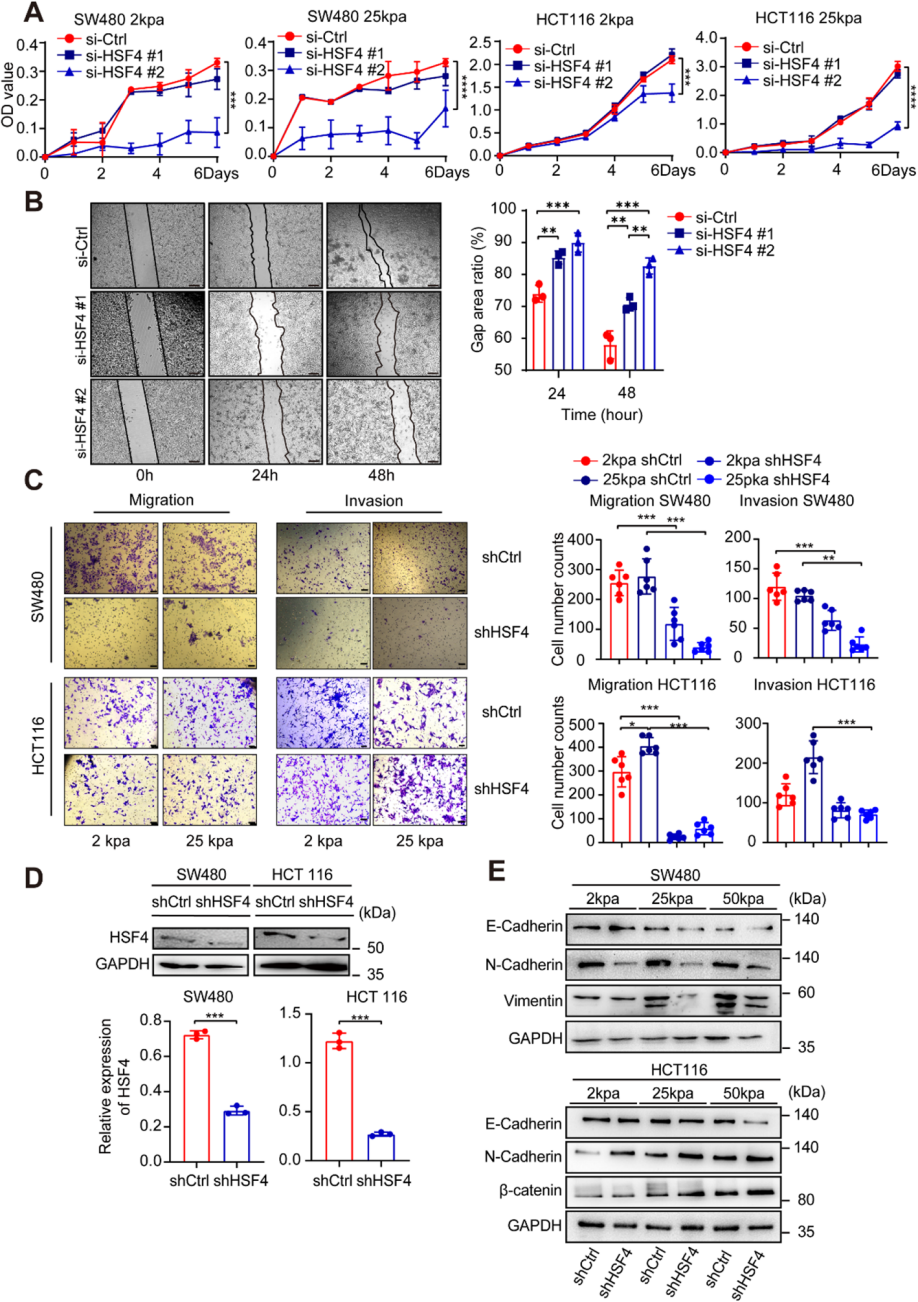
HSF4 Knockout Affects CRC Cell Behavior and EMT Marker Expression in Response to Matrix Stiffness. **A** CCK-8 assay curves for SW480 and HCT116 cell lines cultured on 2 kPa and 25 kPa matrices. si-Ctrl represents the control group, while si-HSF4 #1 and si-HSF4 #2 are the experimental groups. Experiments were repeated three times, and data are presented as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. **B** Representative images and quantified data from wound healing assays. si-Ctrl represents the control group, while si-HSF4 #1 and si-HSF4 #2 are the experimental groups. Data are presented as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. Scale bars: 200 μm. **C** Representative images and quantified data from Migration and Invasion assays of SW480 and HCT116 cell lines on 2 kPa and 25 kPa matrices. Experiments were repeated six times, presenting data as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. Scale bars: 200 μm. **D** Western blot and quantified data results showing the establishment of HSF4 knockout cell lines in SW480 and HCT116. Data are presented as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. Scale bars: 200 μm. **E** Western blot results for E-Cadherin, N-Cadherin, and Vimentin (SW480), and β-catenin (HCT116) in HSF4 knockout cell lines cultured on 2 kPa, 25 kPa, and 50 kPa matrices. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

We also employed Western blot analysis to evaluate the efficiency of HSF4 knockdown using siHSF4 #1 and siHSF4 #2 (Figure S2). We ultimately selected siHSF4 #2 based on efficiency and stability to establish a stable HSF4 knockout cell line (Fig. 4D). We then analysed the protein expression of EMT-related proteins under different stiffness conditions (2, 25, and 50 kPa). The results showed that as stiffness increased, E-cadherin expression decreased while N-cadherin expression increased. The result suggests that stiffness induces EMT in CRC, promoting invasion and metastasis (Fig. 4E, Figure S3). Knockdown of HSF4 significantly inhibits the expression of EMT marker proteins (N-Cadherin and Vimentin) while increasing E-Cadherin expression. However, SW480 cells exhibit a more stable response to HSF4 knockdown, with minimal influence from substrate stiffness. In contrast, the response of HCT116 cells to HSF4 knockdown is more significantly modulated by variations in substrate stiffness. Moreover, HSF4 expression and increased stiffness promoted the nuclear translocation of β-catenin (Figure S4), and overexpression of HSF4 promotes migration and invasion abilities in SW480 and HCT116 (Figure S5). These findings indicate that HSF4 responds to extracellular matrix stiffness by regulating EMT-related signalling pathways, thereby promoting CRC invasion and metastasis.

In conclusion, these results underscore the critical role of HSF4 in sensing extracellular matrix stiffness and promoting CRC invasion and metastasis via EMT-related signalling pathways.

### HSF4 promotes CRC growth independently of collagen in nude mouse

Cancer-associated fibroblasts (CAFs) are crucial in the extracellular matrix [29, 30]. To investigate how HSF4 promotes tumour growth in this context, we knocked out HSF4 in HCT116 cells and co-seeded with fibroblasts (CCD-18Co), followed by in vivo tumourigenesis experiments in nude mice. Lysyl Oxidase Like 1 (LOXL1), a member of the lysyl oxidase family, catalyses the oxidation of lysine residues in collagen and elastin, promoting cross-linking in the ECM [31–34]. We overexpressed LOXL1 in CCD-18Co cells (Figure S6) to assess its correlation with HSF4. Results showed that HSF4 knockout reduced tumour size, and unexpectedly, the combination of HSF4 knockout and LOXL1 overexpression further reduced tumour proliferation (Fig. 5A, B). Additionally, the in vivo tumourigenesis experiment did not significantly impact the mice's tumour burden or weight (Fig. 5 C, D).

**Fig. 5:**
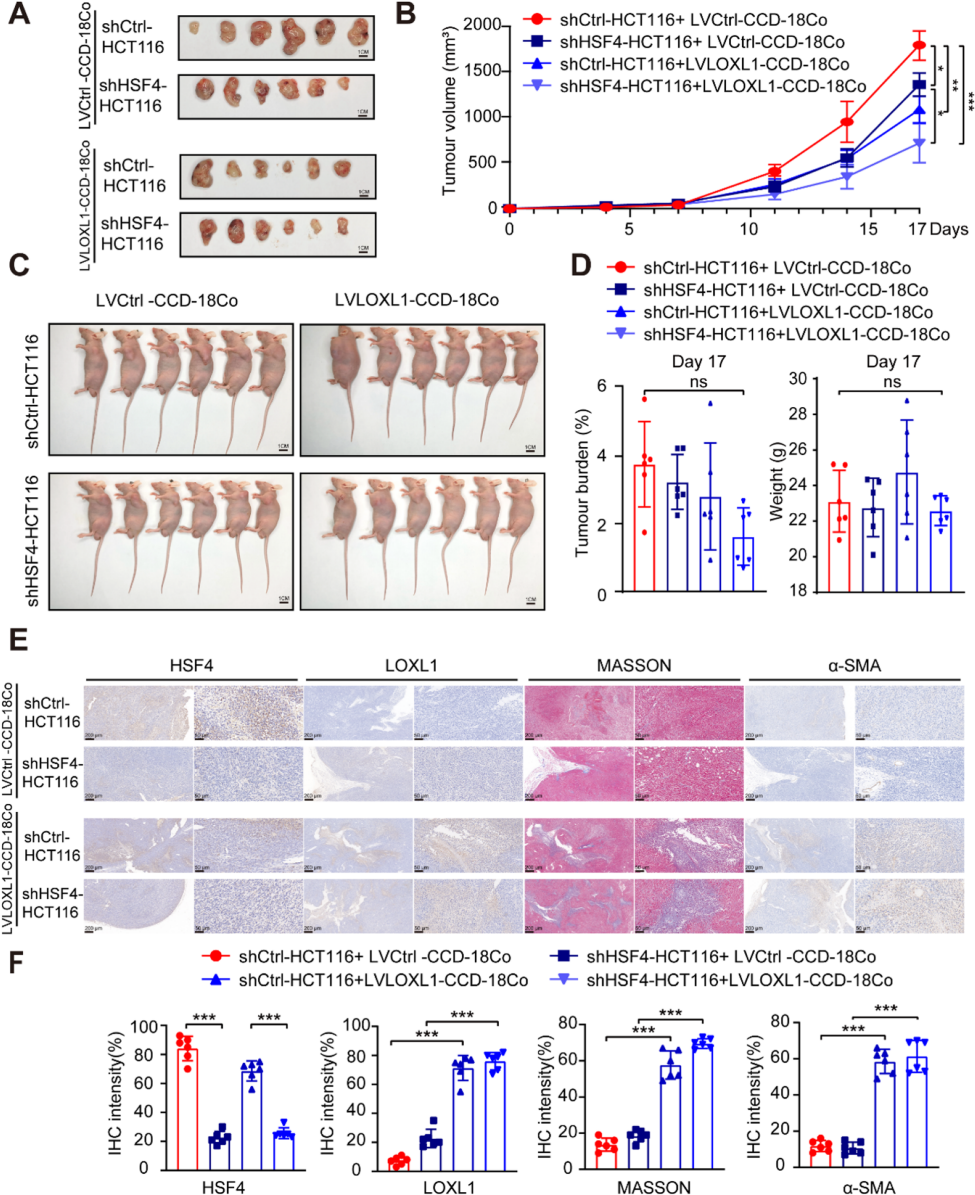
Tumour-Promoting Effect of HSF4 in vivo. **A** Images of excised tumours from each group of six mice (*n* = 6). Scale bars: 1 cm. **B** Tumour growth curves for each group of mice (*n* = 6). Data are presented as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. **C** Images of mice at the time of sacrifice, with each group comprising six mice (*n* = 6). Scale bars: 1 cm. **D** Tumour burden (%) and weight (g) at day 17 were calculated as tumour weight/mouse body weight for each group of mice (*n* = 6). Data are presented as mean ± SD. *P*-values were determined using a two-tailed Student's t-test. **E** Representative HSF4, LOXL1, MASSON, and α-SMA staining images in tumour tissues from (A). Scale bar, 200 μm left and 50 μm right. **F** Quantification of (**E**). Data are presented as mean ± SEM. *P*-values were determined using a two-tailed Student's t-test. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

To further assess the ECM environment of the tumours, we performed immunohistochemical staining to evaluate the expression of HSF4, LOXL1, MASSON, and α-SMA. The IHC results confirmed the establishment a stable cell line(Fig. 5E, F). MASSON staining indicated that collagen content increased with LOXL1 expression. Furthermore, high levels of LOXL1 promoted α-SMA expression (Fig. 5 E, F). These findings suggest that HSF4 knockout in HCT116 cells seeded with CCD-18Co fibroblasts reduces tumour growth, while LOXL1 overexpression amplifies this effect, leading to even smaller tumours. This unexpected result indicates that high LOXL1 levels promote ECM collagen and fibroblast differentiation into myofibroblasts, characterised by increased α-SMA expression. Although LOXL1-induced ECM collagen and myofibroblast content increased, tumour proliferation was inhibited. These results indicate that HSF4 promotes tumour growth independently of ECM collagen content and highlights the complex tumour-stroma interactions within ECM dynamics.

### HSF4 Promotes distant metastasis of CRC Independently of collagen

Given that HSF4 promotes tumour growth independently of collagen, we further explored the role of HSF4 and CAFs in the distant metastasis of CRC. We knocked out HSF4 in HCT116 cells and cocultured them with LOXL1-overexpressing CCD-18Co cells, followed by liver metastasis experiments in nude mice. The results showed that HSF4 knockout significantly reduced the number of liver metastases and, combined with LOXL1 overexpression, further decreased the number of metastatic tumours in the liver. Additionally, reduced tumour invasion ability was observed in the spleen (Fig. 6 A, B, C).

**Fig. 6:**
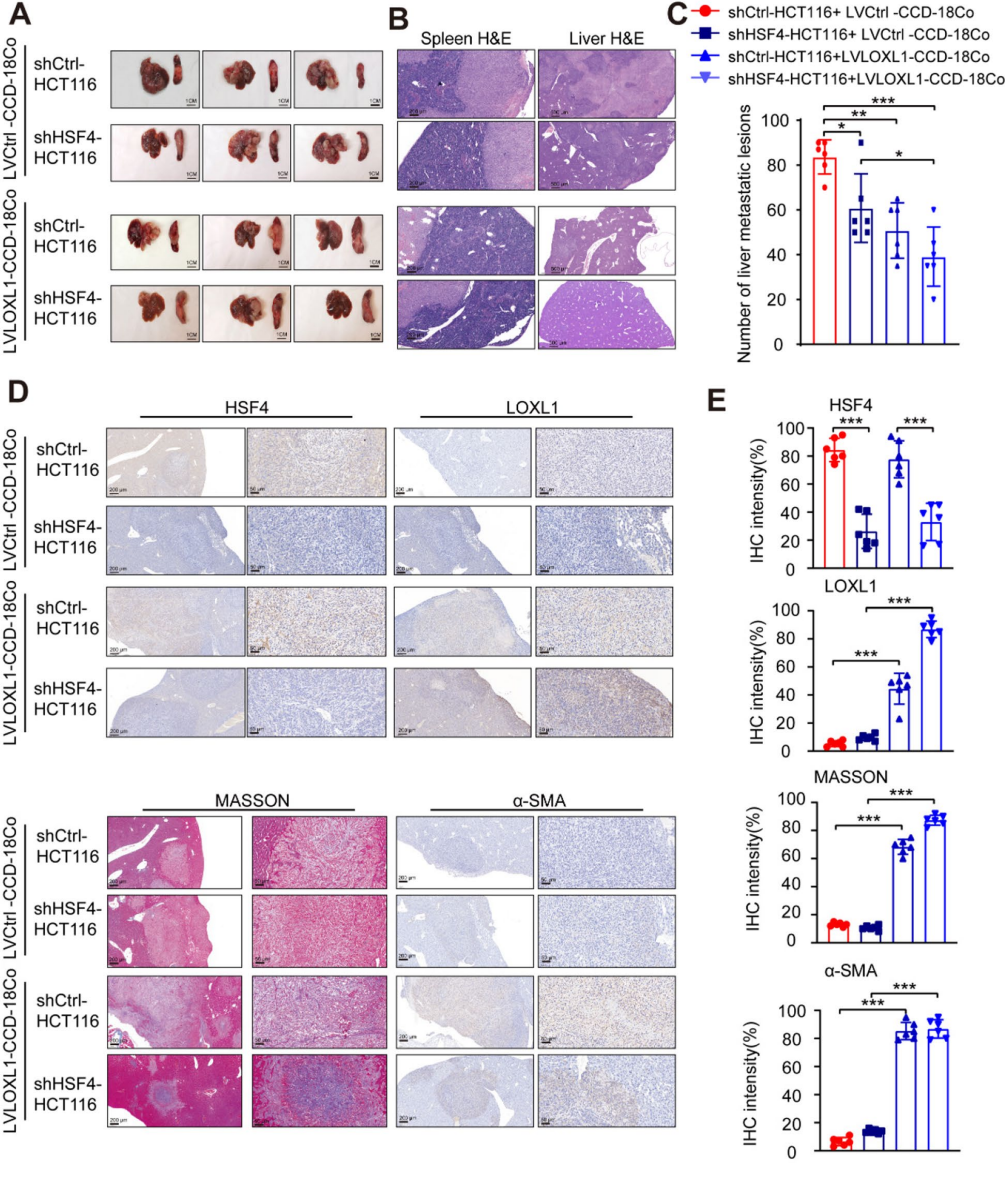
HSF4 Promotes CRC Distant Metastasis in a Mouse Liver Metastasis Model. **A** Representative images of excised spleens and livers from each group of mice (*n* = 6 per group). Scale bar: 1cm. **B** Representative H&E-stained images of metastatic lesions in the spleen and liver. Scale bars: left, 200 μm; right, 500 μm. **C** Quantification of liver metastatic lesions shown in (B). Data are presented as mean ± SD, with p values determined using a two-tailed Student's t-test. **D** Representative HSF4, LOXL1, MASSON, and α-SMA staining images in liver metastatic lesions from (A). Scale bars: left, 200 μm; right, 50 μm. **E** Quantification of staining in (D). Data are presented as mean ± SEM, with p values determined using a two-tailed Student's t-test. For all panels: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns denotes not significant

To further evaluate the impact of the ECM environment on CRC liver metastasis, we performed immunohistochemical staining on liver metastases to assess the expression of HSF4, LOXL1, MASSON, and α-SMA. The results showed that HSF4 expression decreased following knockout, while LOXL1 expression was consistent with overexpression (Fig. 6 D, E). MASSON staining indicated that collagen content increased with LOXL1 expression, and α-SMA expression was positively correlated with LOXL1. High levels of LOXL1 promoted α-SMA expression. These findings suggest that HSF4 promotes distant metastasis in CRC, and the combined effect of HSF4 knockout and LOXL1 overexpression further reduces the invasive ability of distant tumours. Similar to the in vivo tumourigenesis results, tumour proliferation was inhibited despite the increase in ECM collagen and myofibroblast content induced by LOXL1. These results indicate that HSF4 promotes tumour metastasis independently of ECM collagen content, highlighting the complex balance of tumour-stroma interactions within ECM dynamics. Finally, the research process and the role of HSF4 in extracellular matrix stiffness are illustrated in Fig. 7.

**Fig. 7:**
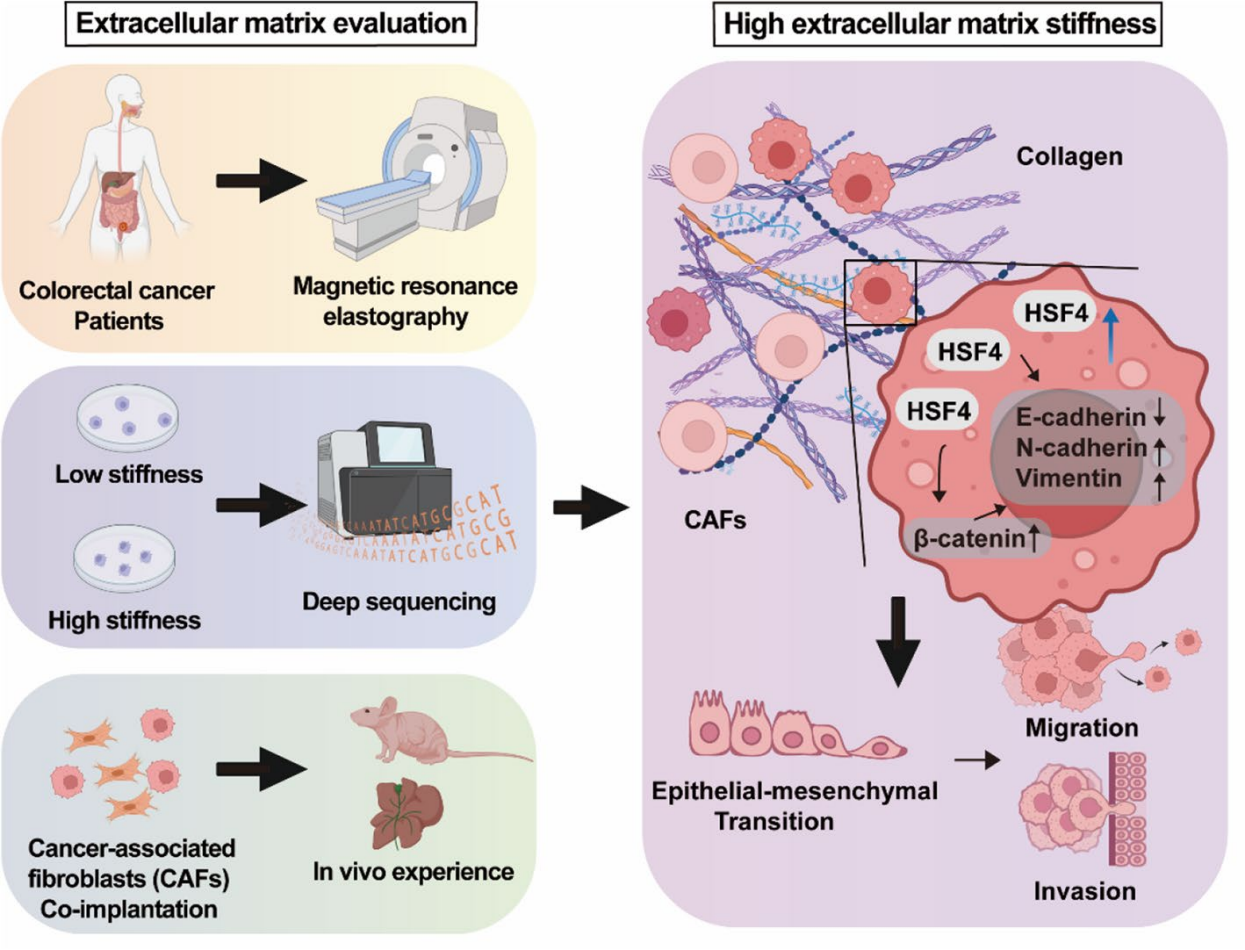
Flowchart and schematic diagram of research processes and mechanisms

## Discussion

This study comprehensively explores the role of tumour stiffness and its molecular basis in the progression and prognosis of CRC. By utilising MRE to measure tumour stiffness and Masson staining to assess collagen content, we demonstrated that higher stiffness, reflected in increased shear wave velocity and collagen content, is significantly associated with advanced TNM staging and lower patient survival rates. Furthermore, we investigated the impact of ECM stiffness on CRC cell behaviour through in vitro culture experiments, revealing that high ECM stiffness promotes cell proliferation, migration, and invasion and alters gene expression profiles, particularly by upregulating HSF4. High HSF4 expression correlates closely with tumour stiffness and predicts poor prognosis in CRC patients. Functional studies indicated that HSF4 responds to ECM stiffness and promotes CRC invasion and metastasis through EMT-related signalling pathways. Importantly, HSF4 promotes CRC growth and metastasis independently of collagen content, highlighting the complex interactions between tumour cells and their microenvironment. Our findings underscore the critical role of tumour stiffness and ECM mechanics in CRC progression and suggest that HSF4 is a potential therapeutic target.

Current research shows a strong correlation between tumour stiffness and prognosis across various solid tumours, particularly in breast [35], prostate [36], liver cancer [37] and CRC [38]. Increased tumour stiffness often indicates a poorer prognosis. In breast cancer studies, tumour stiffness assessed via palpation or ultrasound elastography is confirmed as an independent prognostic factor, closely related to tumour invasiveness, lymph node metastasis, and distant metastasis risk. Similarly, studies in prostate cancer have used MRI-guided elastography to reveal significant associations between tumour stiffness, Gleason scores, and disease recurrence, emphasising the pivotal role of physical properties of the tumour microenvironment in cancer progression [39]. Various methods are employed to measure tumour stiffness, including optical coherence tomography (OCT) [40], atomic force microscopy (AFM) [41], acoustic radiation force impulse imaging (ARFI) [42], and shear wave elastography (SWE) [43]. Despite its limited penetration depth, OCT shows potential in assessing superficial tumour stiffness due to its high resolution [40]. AFM can directly measure nanoscale mechanical properties of surfaces, and it is widely used in basic research despite its complexity [41]. ARFI and SWE, as extensions of ultrasound technology, evaluate tissue elasticity using acoustic radiation force and shear wave speed, offering non-invasive, real-time, and reproducible measurements widely applied in clinical diagnostics [42, 43]. This study utilised MRE technology to non-invasively and accurately measure tumour stiffness in CRC patients, providing comprehensive information on CRC stiffness and distribution, supporting early warning and personalised treatment planning.

By establishing a soft and stiff matrix culture model combined with deep sequencing, we systematically investigated the impact of ECM stiffness on the biological characteristics of CRC cells. This molecular-level study revealed the complex regulatory mechanisms by which ECM stiffness influences CRC cell behaviour. 

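MSX1, on chromosome 4 of GRCh38 from 4859666 to 4863936, was measured in SW480 cells at 40.1 ± 2.80 FPKM (SD, n = 3) at 2 kPa and 137 ± 19.1 FPKM (SD, n = 3) at 25 kPa. This is a log2 fold change of 1.74 (standard error 0.13, limma adjusted p = 0.00121), the 3rd smallest p of all genes. DUSP6 had 137.5 ± 3.00 FPKM (SD, n = 3) at 2 kPa and 184 ± 9.96 FPKM (SD, n = 3) at 25 kPa. Its log2 fold change was 0.42 (standard error 0.11), larger than the spread between libraries, which did not overlap, but it ranked 162nd by p and did not pass the threshold over all genes (limma adjusted p = 0.227).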

Our research identified differential expression of HSF4 and uncovered significant expression differences in several other genes, including MSX1 and DUSP6, under varying stiffness conditions. These findings enhance existing research and further refine the gene expression profiles associated with ECM stiffness. Previous studies have shown that regulating DUSP6 expression is closely linked to cell signalling, particularly the ERK/MAPK pathway, and may modulate the malignant phenotype of cancer cells by affecting cell proliferation and migration [44]. The sustained expression of MSX1 in regenerative cells is closely related to tissue regeneration and differentiation, with its differential expression under different ECM stiffness potentially reflecting its crucial role in regulating cell differentiation and regenerative potential [45]. Transcriptome sequencing data further revealed significant pathway alterations under conditions of increased stiffness, particularly the activation of the cell cycle and homologous recombination pathways, providing strong support for the role of ECM stiffness as a critical regulatory factor in the tumour microenvironment [46]. These findings deepen our understanding of how ECM stiffness regulates CRC cell behaviour and offer new molecular targets and strategies for future CRC therapies.

HSF4 plays a critical role in both the normal formation of the lens and the progression of tumours [47, 48]. It regulates the differentiation of lens fibre cells by activating p53 and its downstream regulators [49]. Additionally, high expression levels of HSF4 have been shown to promote the progression of pancreatic cancer and CRC [47]. For instance, the interaction between FGD3 and HSF4 can inhibit the expression of p65, thereby suppressing pancreatic cancer progression [50]. Our study further reveals that HSF4 can respond to matrix stiffness to promote CRC invasion and metastasis. However, an unexpected finding in our mouse model showed that CRC cell proliferation and invasiveness significantly decreased when cocultured with CAFs that promote the expression of LOXL1. Our results suggest that the mechanisms by which HSF4 influences CRC progression may be more complex than initially anticipated. Our study further advances the understanding of tumour stiffness mechanisms, revealing that the role of HSF4 is not entirely dependent on collagen, suggesting that stiffness may be influenced by additional factors that even interreact with immune cells. Concurrently, recent research targeting the LOXL family in anti-fibrosis treatments, particularly studies on Simtuzumab targeting LOXL2, has demonstrated that these therapies have not shown significant efficacy in combating fibrosis [51]. Tumour-associated immune cells, such as Osr2, which promotes CD8 + T cell exhaustion, also play a crucial role in tumour stiffness and immune evasion [52]. As a key member of the heat shock transcription factor family, HSF4 may indirectly affect the characteristics of the tumour microenvironment by regulating downstream target genes, thereby enhancing tumour stiffness and malignancy without directly increasing collagen content. This finding not only deepens our understanding of HSF4's role in CRC progression but also broadens our perspective on the mechanisms of tumour stiffness. It underscores the complexity and dynamism of the tumour microenvironment and suggests that future research should comprehensively consider all components and interactions to uncover deeper molecular mechanisms and develop more effective targeted therapies.

Despite significant progress in understanding the relationship between CRC stiffness, our study has limitations. Firstly, although our mean follow-up period was 58 months, the relatively limited sample size provides valuable insight for prognostic analysis and might not entirely reflect treatment benefits due to extended patient survival with advancements in medical technology. Future research should consider Progression-Free Survival (PFS) as a supplementary or alternative indicator to more accurately depict disease control during treatment [53]. Moreover, our sample collection from a single medical centre might limit the generalizability of the results. Conducting larger-scale and multi-centre clinical trials is essential to enhance the reliability and generalizability of conclusions. Secondly, although we have identified the critical role of HSF4 in tumour stiffness sensing and disease progression in CRC, the underlying molecular mechanisms and signalling pathways remain incompletely elucidated. In particular, while we have observed key molecular changes associated with EMT, the precise mechanisms by which HSF4 regulates EMT through pathways such as the TGF-β, Wnt/β-catenin, and Notch signalling pathways require further in-depth investigation [54–57]. Integrating MRE with molecular markers to develop more precise early diagnostic tools and personalised treatment plans is a crucial direction for future research. Finally, the in vivo models used in our study were immunodeficient mice, which effectively minimised interference from the immune system. However, the interaction between tumour stiffness and the immune system remains an area that warrants more detailed exploration. Future studies using immunocompetent mouse models are necessary to uncover the role of HSF4 within the immune microenvironment comprehensively. Constructing multilayer regulatory network models to comprehensively reveal the role of tumour stiffness in CRC development and progression will open new avenues for CRC prevention and treatment.

## Conclusion

This study comprehensively explores the role of tumour stiffness in CRC progression and prognosis. Using MRE and Masson staining, we demonstrated that high stiffness, reflected in increased shear wave velocity and collagen content, is significantly associated with poorer patient prognosis. Transcriptome analysis identified HSF4 as a key regulator of stiffness-mediated CRC behaviour. HSF4 expression correlates closely with tumour stiffness and predicts poor prognosis in CRC patients, promoting CRC invasion and metastasis through EMT-related signalling pathways independently of collagen content. These findings highlight the importance of the mechanical properties of the tumour microenvironment in CRC progression and suggest that HSF4 is a potential therapeutic target.

## Supplementary Information

Additional file 1.

Additional file 2.

## Data Availability

The article and Supplementary Material includes the original contributions presented in this study. Further inquiries can be directed to the corresponding author. The sequencing data have been uploaded to the NCBI BioProject database under accession number PRJNA522032 (access link: https://www.ncbi.nlm.nih.gov/bioproject/PRJNA522032 ). The processed data have been uploaded to the Gene Expression Omnibus (GEO) database under accession number GSE273846 (access link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273846 ).

## Abbreviations

α-SMA: Alpha-Smooth Muscle Actin
CAFs: Cancer-Associated Fibroblasts
CCD-18Co: Colon Fibroblast cell line
CCK-8: Cell Counting Kit-8
CRC: Colorectal Cancer
ECL: Enhanced Chemiluminescence
ECM: Extracellular Matrix
EMT: Epithelial-Mesenchymal Transition
FDA: Food and Drug Administration
FPKM: Fragments Per Kilobase of exon model per Million mapped reads
GEO: Gene Expression Omnibus
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
HSF4: Heat Shock Transcriptional Factor 4
IHC: Immunohistochemistry
LOXL1: Lysyl Oxidase Like 1
MRE: Magnetic Resonance Elastography
MRI: Magnetic Resonance Imaging
OS: Overall Survival
PFS: Progression-Free Survival
PVDF: Polyvinylidene Fluoride
SDS-PAGE: Sodium Dodecyl Sulfate Polyacrylamide Gel Electrophoresis
shRNA: Small hairpin RNA
siHSF4: Small interfering RNA targeting HSF4
SRA: Sequence Read Archive
ssGSEA: Single-sample gene set enrichment analysis
TCGA: The Cancer Genome Atlas
TNM: Tumour, Node, Metastasis

# Supplementary material for: Extracellular matrix stiffness regulates colorectal cancer progression via HSF4
**Source:** J Exp Clin Cancer Res. 2025 Jan 30;44:30. doi: 10.1186/s13046-025-03297-8

**Extracellular Matrix Stiffness Regulates Colorectal Cancer Progression via HSF4**

Kangtao Wanga, Siyi Ning, Shuai Zhang, Mingming Jiang, Yan Huang, Haiping Pei, Ming Li, Fengbo Tan

## Table of Content

Table S1. List of Antibodies Used in the Study

Figure S1. HSF4 expression is not correlated with collagen levels in CRC.

Figure S2. si-HSF4 #2 demonstrates higher efficiency in suppressing HSF4 expression.

Figure S3. Differential effects of HSF4 knockdown on EMT marker protein expression in SW480 and HCT116 colorectal cancer cell lines under varying substrate stiffness.

Figure S4. HSF4 and increased substrate stiffness promote β-catenin expression and nuclear translocation in HCT-116 cells, facilitating EMT

Figure S5. Overexpression of HSF4 promotes migration and invasion in colorectal cancer cell lines SW480 and HCT116.

Figure S6. Confirmation of LOXL1 overexpression in CCD-18Co cells via fluorescence analysis.

## Table S1: List of Antibodies Used in the Study

| **Antibodies** | **Source** | **Identifier** | **Usage** |
| --- | --- | --- | --- |
| HSF4 antibody | Santa Cruz Biotechnology | sc-398645 | Western Blot; Immunohistochemistry |
| GAPDH polyclonal antibody | Thermo Fisher Scientific | RRID: AB_568552 | Western Blot |
| E-Cadherin (24E10) Rabbit | Cell Signaling Technology | CAT# 3195 | Western Blot |
| N-Cadherin (D4R1H) XP Rabbit | Cell Signaling Technology | CAT# 13116 | Western Blot |
| Vimentin (D21H3) XP Rabbit | Cell Signaling Technology | CAT# 5741 | Western Blot |
| β-Catenin (D10A8) XP Rabbit | Cell Signaling Technology | CAT# 8480 | Western Blot; Immunofluorescence Assay |
| LOXL1 | Servicebio | GB114357;PA5-87701 | Immunohistochemistry |
| α-SMA | Servicebio | GB111364; P62736 | Immunohistochemistry |
| Masson dye solution set | Servicebio | G1006 | Masson Staining |
| HRP conjugated Goat Anti-Rabbit IgG (H+L) | Servicebio | GB23303 | Immunohistochemistry |

## Figure S1. HSF4 expression is not correlated with collagen levels in CRC. (A) Correlation analysis between HSF4 immunohistochemistry (IHC) results and Masson-stained collagen content in 107 patients showed no significant correlation (p > 0.05, R = 0.14). Pearson's correlation was used, with the grey area representing the 95% confidence interval. (B) Violin plot illustrating the distribution of HSF4 IHC results and Masson-stained collagen content in the same cohort, indicating no significant association between HSF4 expression and collagen content in CRC tumours. Independent samples t-test was used for analysis; ns denotes no significances.

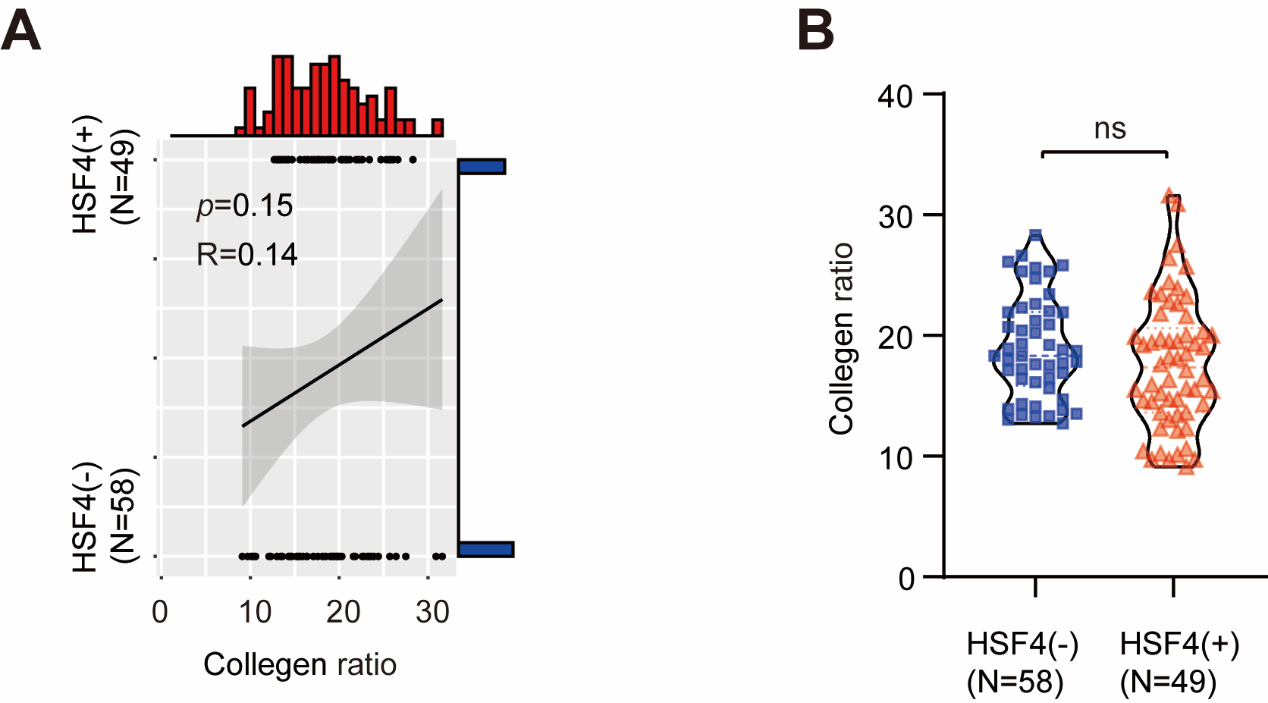

## Figure S2. si-HSF4 #2 demonstrates higher efficiency in suppressing HSF4 expression. Western blot (WB) analysis shows that both si-HSF4 #1 and si-HSF4 #2 significantly inhibit HSF4 expression in SW480 and HCT116 cells, with si-HSF4 #2 exhibiting a more substantial inhibitory effect.

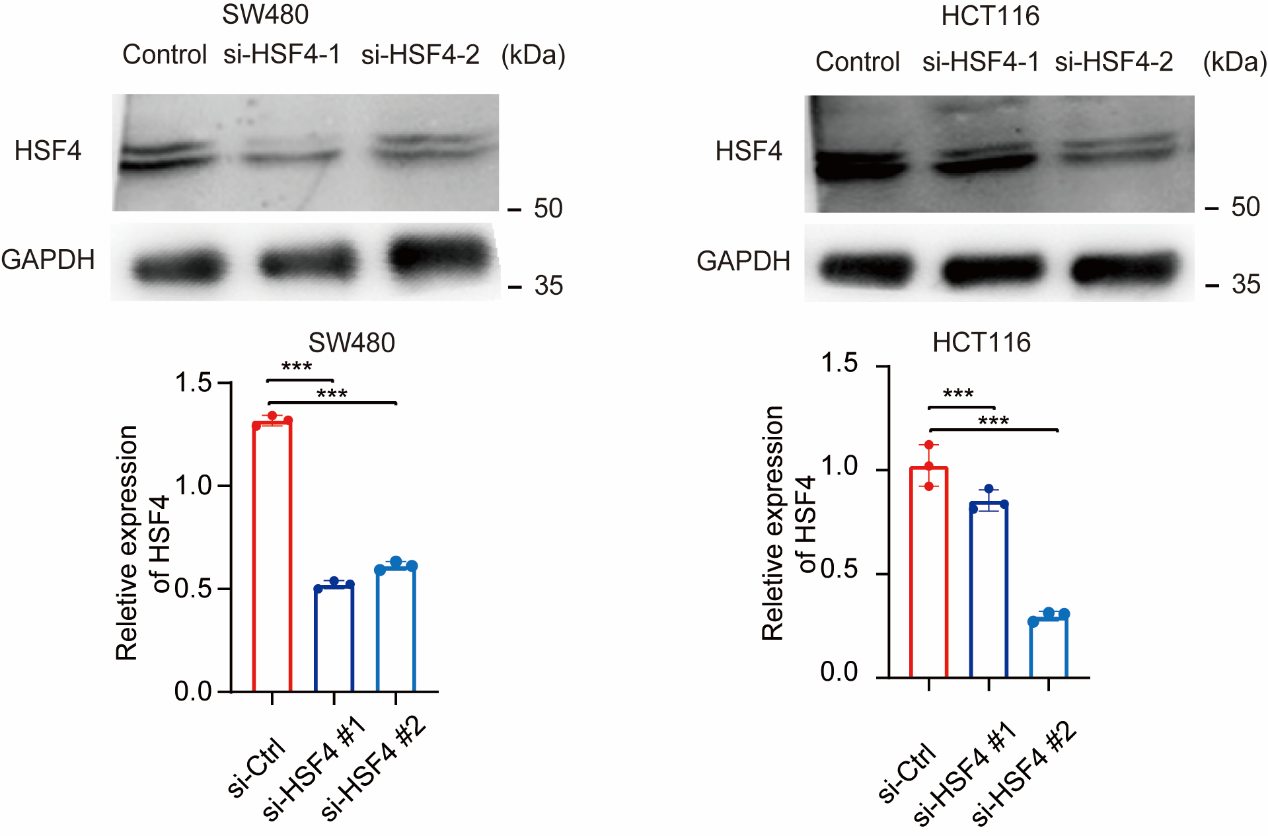

## Figure S3. Differential effects of HSF4 knockdown on EMT marker protein expression in SW480 and HCT116 colorectal cancer cell lines under varying substrate stiffness. (A) Representative Western Blot (WB) analysis of EMT marker proteins (E-Cadherin, N-Cadherin, Vimentin) in SW480 (left panel) and HCT116 (right panel) cells cultured on substrates with varying stiffness (2kPa, 25kPa, 50kPa) following HSF4 knockdown (shHSF4) or in control cells (shCtrl). GAPDH was used as a loading control. (B) Quantification of E-Cadherin protein expression normalized to GAPDH in SW480 (left) and HCT116 (right) cells. HSF4 knockdown significantly increased E-Cadherin expression across different stiffness conditions, with the response more pronounced in SW480 cells. (C) Quantification of N-Cadherin protein expression normalized to GAPDH in SW480 (left) and HCT116 (right) cells. HSF4 knockdown significantly reduced N-Cadherin expression, with SW480 cells showing more consistent suppression across different stiffness levels compared to HCT116 cells, where stiffness had a more substantial modulatory effect. (D) Quantification of Vimentin protein expression normalized to GAPDH in SW480 (left) and HCT116 (right) cells. HSF4 knockdown significantly reduced Vimentin expression in both cell lines, but stiffness had a more pronounced modulatory effect in HCT116 cells. Statistical analysis: Three independent experiments show Data as mean ± SD. Statistical significance was determined using one-way ANOVA followed by Tukey's multiple comparison test (***p < 0.001).

**
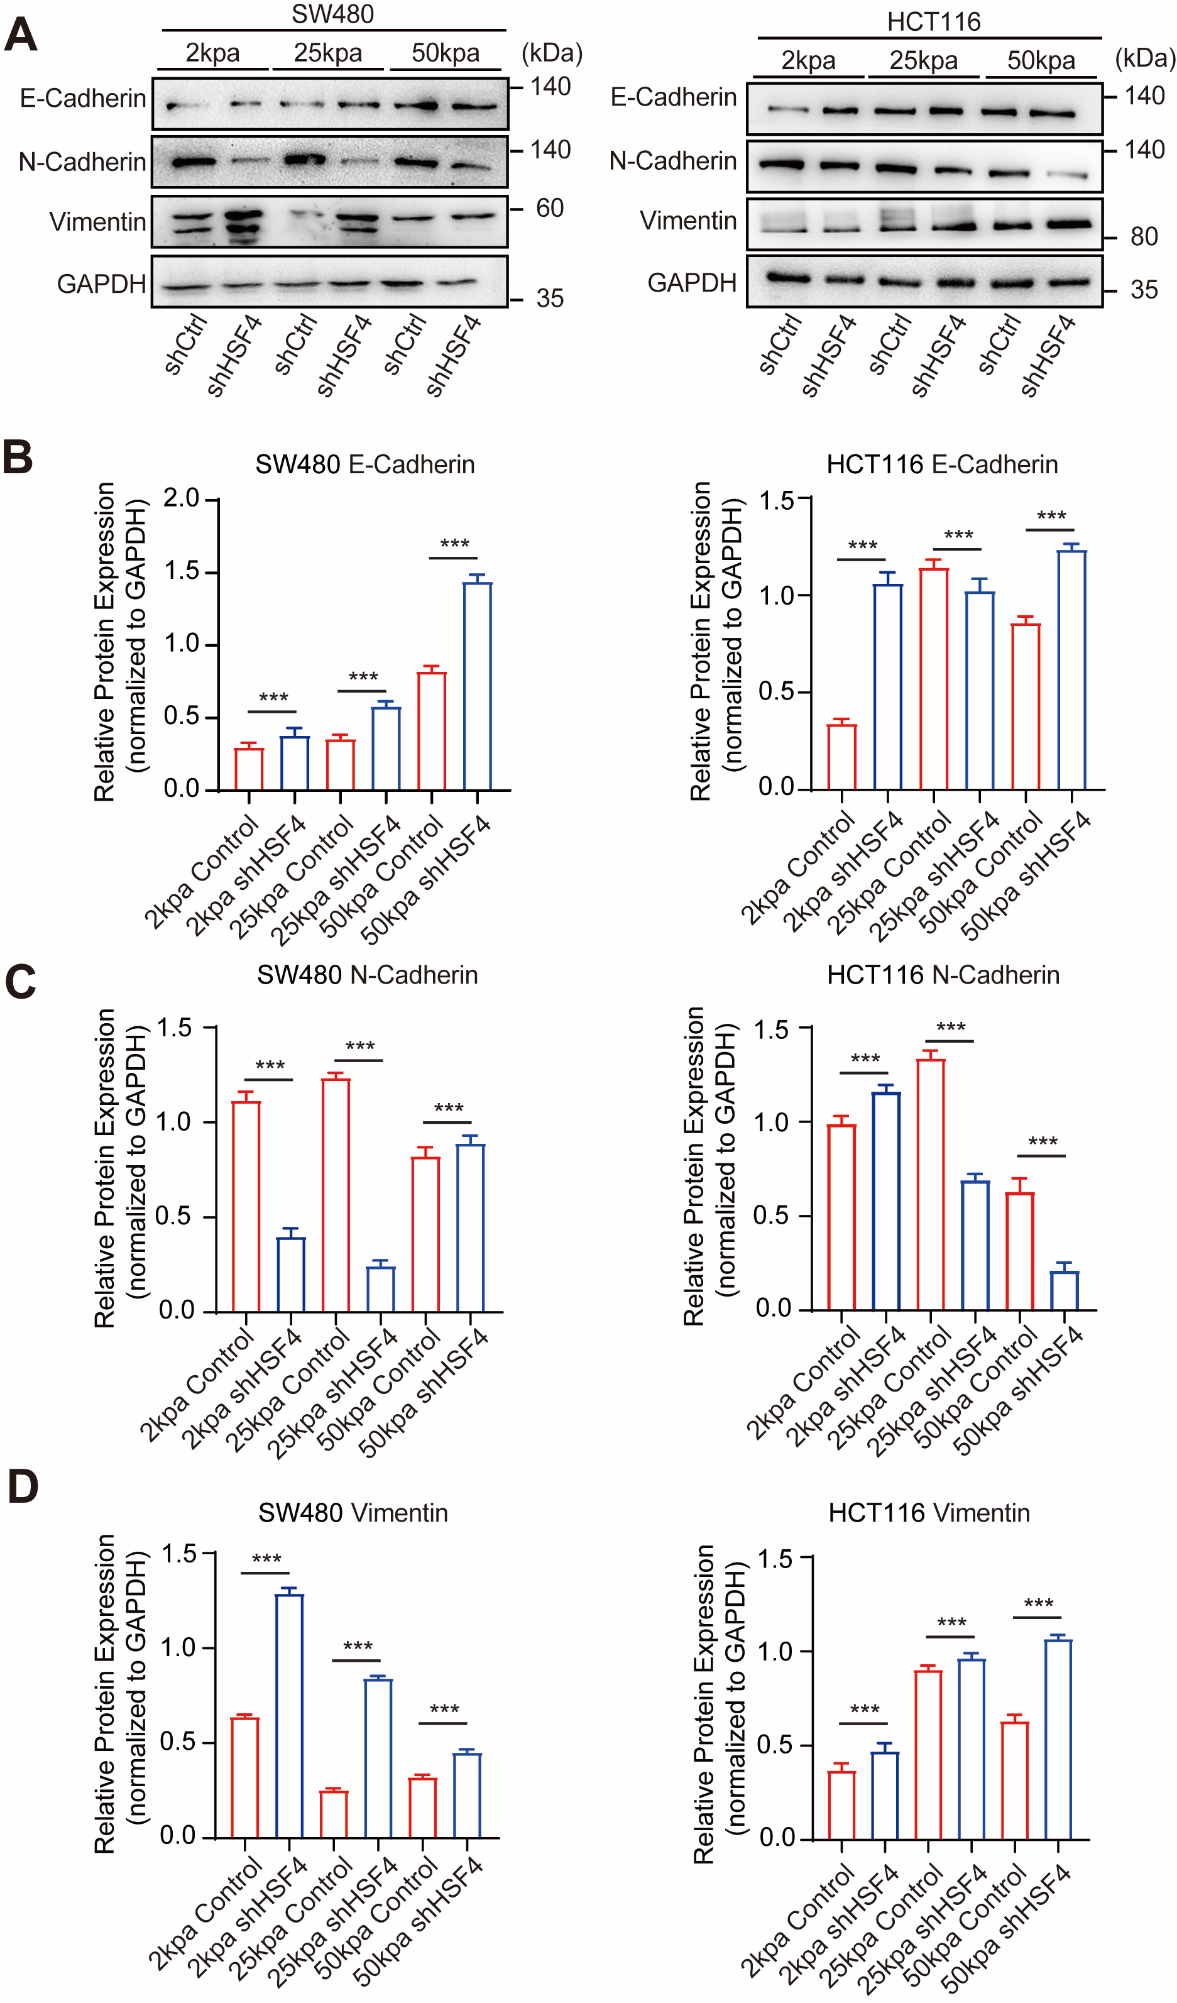
**

## Figure S4. HSF4 and increased substrate stiffness promote β-catenin expression and nuclear translocation in HCT-116 cells, facilitating EMT. Immunofluorescence staining of β-catenin in HCT-116 cells and HSF4 knockdown cells (shHSF4) under three stiffness conditions (2 kPa, 25 kPa, and 50 kPa) demonstrates that both increased stiffness and HSF4 activity lead to elevated β-catenin expression and its nuclear localization, thereby promoting EMT.

**
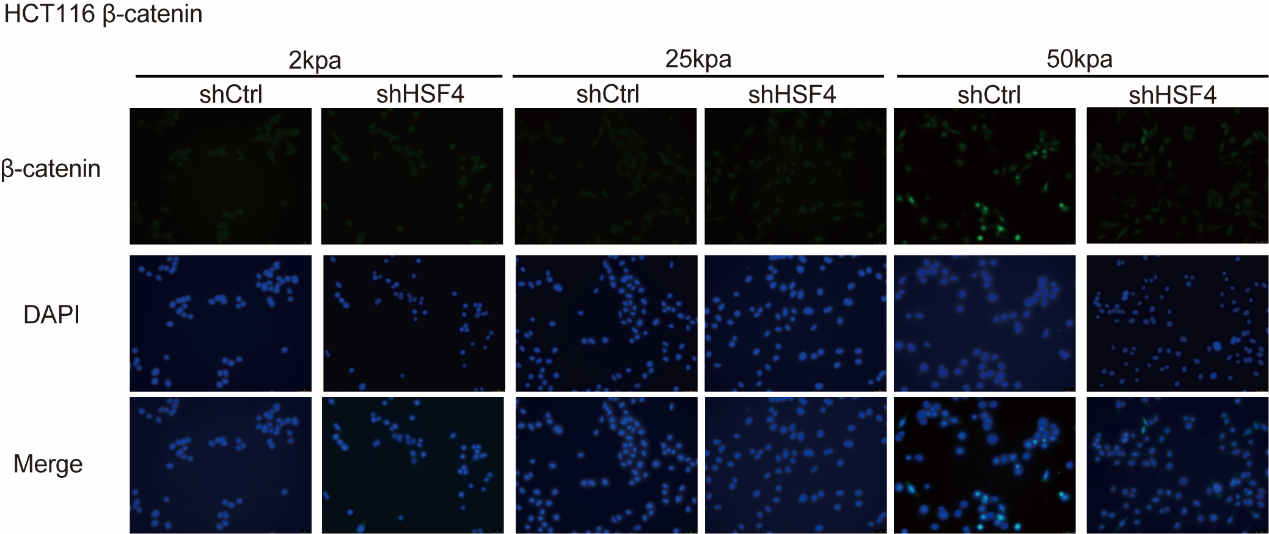
**

## Figure S5. Overexpression of HSF4 promotes migration and invasion in colorectal cancer cell lines SW480 and HCT116. (A) Western blot analysis showing the overexpression of HSF4 in SW480 and HCT116 colorectal cancer cell lines after transfection with the pcDNA-6xHis G-HSF4 plasmid (O/E-HSF4). GAPDH was used as a loading control, and HisG validated the successful transfection of the plasmid. (B) Migration and invasion assays in SW480 cells. Representative images of migrated (upper panel) and invaded (lower panel) cells in the mock and O/E-HSF4 groups are shown. Quantification graphs on the right show a significant increase in migration and invasion in the O/E-HSF4 group compared to the mock group (P < 0.001, unpaired two-tailed Student's t-test). Scale bars: 200 μm. (C) Migration and invasion assays in HCT116 cells. Representative images of migrated (upper panel) and invaded (lower panel) cells in the mock and O/E-HSF4 groups are shown. Quantification graphs on the right show a significant increase in migration and invasion in the O/E-HSF4 group compared to the mock group (P < 0.01, unpaired two-tailed Student's t-test). Scale bars: 200 μm. Statistical analysis: Data are presented as mean ± standard deviation (SD). Significance was calculated using the unpaired two-tailed Student's t-test.

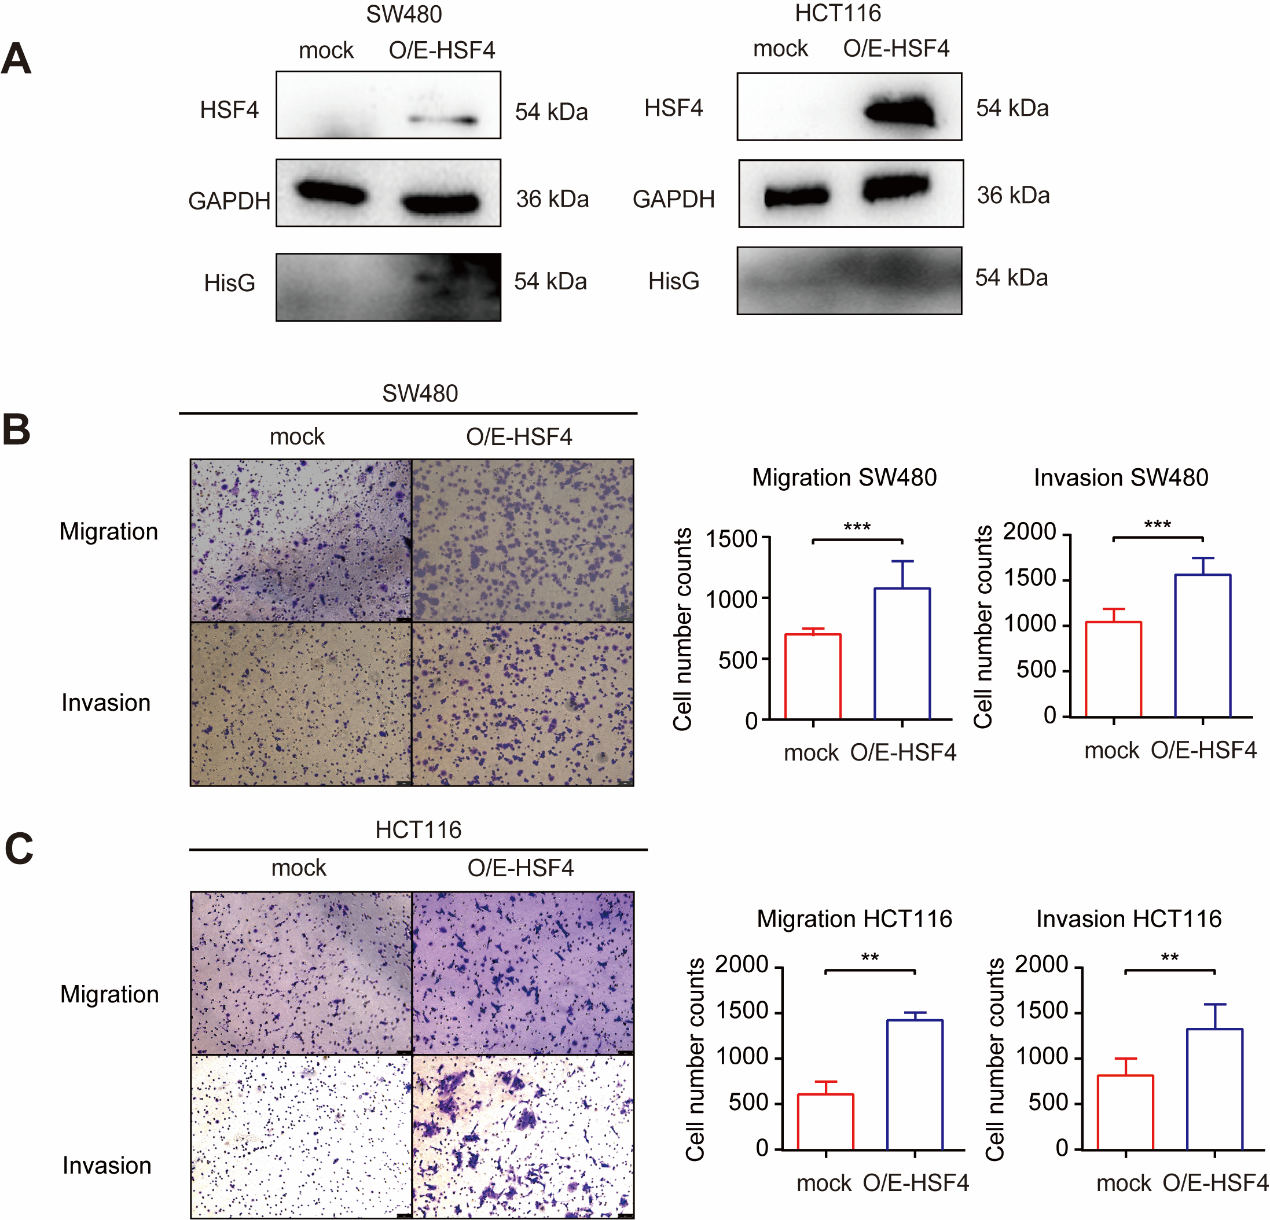

## Figure S6. Confirmation of LOXL1 overexpression in CCD-18Co cells via fluorescence analysis. The left panel shows the light microscopy images of CCD-18Co cells, while the right panel displays green fluorescence, indicating successful overexpression of LOXL1. Scale bars: 200 μm.

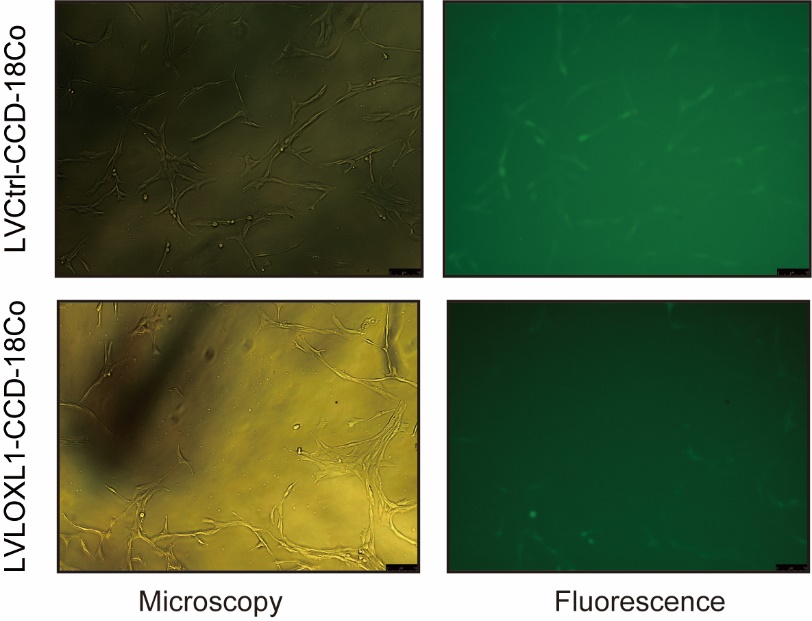

**Supplement:** Supplementary file 1 — Additional file 1.

How the deposited data were processed for this re-analysis (not part of the article)

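SW480 cells grown for 72 h on hydrogels of 2 kPa or 25 kPa were measured by RNA sequencing, with 3 libraries at each stiffness. Each library was assigned to its stiffness and replicate number from the labels of the deposited samples, which match the paper, and 0 columns were left unassigned. The authors' methods give quality assessment of the reads, prediction of coding potential and normalisation to FPKM, and the paper's text names no aligner, counter, genome build, annotation or filter. The authors deposited an FPKM value per gene symbol and library for 8529 genes, written with 2 decimals and without pooling of replicates. The authors' methods name DESeq2 for differential expression, which models counts and was not run here, because FPKM are not counts. The methods also describe purification of small RNA, whereas 8329 of the 8401 symbols matched to RefSeq were protein-coding genes. In the table, 11 gene symbols were written as dates, and these genes entered the tests without a name.

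The FPKM do not carry the number of reads. Low values were examined for steps of whole reads and showed none, so the depth of each library is unknown and no counting error or detection limit can be given. The precision of each value rests on the spread between the 3 libraries of a group. GC content and transcript length were taken from the annotation of GRCh38, with a GC content for 8183 genes (95.9%). GRCh38 was also used for the coordinates of genes and siRNA targets, since the build the authors used is not known.

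From the deposited FPKM, log2(FPKM + 1) was computed and the 25 kPa libraries were compared with the 2 kPa libraries by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend, two-sided). All 8529 genes were tested, p-values were adjusted by Benjamini-Hochberg, and the threshold was an adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 pathways of Fig. 2E and 2F and the nuclear division list together, and over the lists of YAP/TAZ targets, heat shock genes, mesenchymal genes and epithelial genes together. The threshold for lists was an adjusted p under 0.1, the level the paper's statistics section gives for gene set enrichment, and a list needed at least 5 genes in the table. These lists were written by hand from general knowledge of each pathway and are not the lists the authors used. The S and G2/M lists came from Seurat 5.3.0 and, as lists of their own, were adjusted over the S and G2/M lists alone. Scores per library were computed with ssGSEA in gseapy 1.3.1 and compared by two-sided exact permutation tests, which with 3 libraries against 3 cannot go below p = 0.1. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The siRNA sequences were searched as perfect matches in 206694 GENCODE transcripts.

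The genes named are every gene the paper names for this experiment, in its text or in Fig. 2B and 2C (of the 33 genes in Fig. 2C, those with results of interest are given singly and the rest as counts), the other HSF genes, the genes whose proteins the paper measured in other experiments, and the 5 genes with the largest rise and the 5 with the largest fall past the threshold without overlap between groups, or those with the smallest p in a direction in which fewer than 5 passed. A result that falls under this rule is not reported here. Other genes are marked as named after their values were seen. HSF1, HSF5, HSFX1, HSFY1, CDH2 and LOXL1 were not analysed here.

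The gene lists, the tests, this rule and most alternatives were set before the data were examined. Those alternatives were pseudocounts of 0.1 and 0.01, a mean FPKM of at least 1 (5808 genes), FPKM rescaled to equal library sums, quantile normalisation, median centring, eBayes without a trend, the replicate number as a block, each library left out in turn, other thresholds, fry, camera with an estimated correlation, preranked GSEA with fgsea 1.28.0, and the Seurat lists in place of the cell cycle list. Corrections for GC content and transcript length (a lowess trend with a span of 0.3 removed from each library), a block for a split of the libraries, tests on FPKM without a log scale and further thresholds were chosen after seeing the data. The equal library sums were 1e+06, above those of the deposited values, so that setting also lowered the weight of the pseudocount.

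The programs were tested on simulated data, in which each gene was drawn independently of the others. These simulations therefore do not show how often limma or camera err where genes are correlated. A log2 change of 1.5 was given to 200 genes with a mean log2(FPKM + 1) above 1. Of these genes, 85.5% were recovered with the right sign, and 3.93% of the 178 calls were genes without a change. With no change simulated, 0 of 8529 genes were called. With a log2 shift of 0.5 given to the nuclear division list alone, camera called none of the pathway lists of Fig. 2E, which hold 242 genes. The GC correction brought a simulated correlation with GC content from −0.782 to −0.0189.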

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

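CRIP2, ISM1 and TPP2 stood out because they passed the adjusted threshold between 2 kPa and 25 kPa and lie outside the genes the paper discusses. The log2 fold change at 25 kPa was −1.58 for CRIP2 (limma adjusted p = 0.0267, range over the settings tried 0.00774 to 0.251), −1.26 for ISM1 (limma adjusted p = 0.0267, range 0.00463 to 0.227) and 1.12 for TPP2 (limma adjusted p = 0.0433, range 0.0119 to 0.259). For each, the 3 libraries at one stiffness lay apart from the 3 at the other.

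A trend over GC content as the whole cause is argued against by the GC correction, after which 3 of the 3 genes kept an unadjusted p under 0.05. Scaling between libraries is argued against in the same way, since 3 of the 3 kept an unadjusted p under 0.05 and their direction with FPKM rescaled to equal library sums, after quantile normalisation and after median centring. By the adjusted threshold that singled the genes out, TPP2 did not pass after the GC correction (limma adjusted p = 0.0942), quantile normalisation (0.0680) or median centring (0.0696), while CRIP2 and ISM1 did. These genes were chosen for their small p, so some of the size of their fold changes may be chance, and the adjusted p of CRIP2 and ISM1 was under 0.05 in 1 of the 6 fits that left out a library (without 2 kPa replicate 3, 0.0165 and 0.0163). TPP2 was listed at 0.04 to 0.05 FPKM at 2 kPa and 0.85 to 1.68 FPKM at 25 kPa, and it was left out of the fit on genes with a mean FPKM of at least 1.

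Several explanations stay open. Which transcript of a gene the table lists was not tested for these 3 genes, and a change of the listed transcript could not be seen in the table. Culture or library batches are not given in the labels, so a batch that follows the stiffness was not tested. A response of these genes to matrix stiffness is a hypothesis that remains untested beyond these libraries.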

How the results depend on the processing

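The genes of Fig. 2C kept their direction, 33 of 33 in each setting tried, and no tested result reversed. Some list medians near 0 changed sign: without 2 kPa replicate 2 those of cytokine-cytokine receptor interaction (0.038), hedgehog signalling (0.016), hematopoietic cell lineage (0.024) and MAPK signalling (0.073), the last also without 25 kPa replicate 2 (0.019), hedgehog signalling after the GC correction (0.002), steroid hormone biosynthesis after median centring (−0.016), and the mesenchymal list in several settings. With each library left out in turn, the number of genes with an adjusted p under 0.05 ranged from 3 (without 25 kPa replicate 2) to 11 (without 2 kPa replicate 3), against 10 with all libraries; 5 passed without 2 kPa replicate 1 or 25 kPa replicate 1. For the genes of Fig. 2C it ranged from 3 to 6, for pathways passing the threshold from 5 (without 2 kPa replicate 2) to 9, for the lists tested as hypotheses (YAP/TAZ targets, heat shock, mesenchymal and epithelial genes) from 1 (without 2 kPa replicate 2) to 4. The adjusted p of cytokine-cytokine receptor interaction ranged from 0.000549 to 0.109 and that of the hedgehog signalling pathway from 0.00326 to 0.132, both highest without 2 kPa replicate 2. Fewer libraries enter each of these fits.

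The number of genes passing was 17 with a pseudocount of 0.1, 6 with eBayes without a trend, 38 at an adjusted p under 0.5 with a fold change over 2, and 866 at an unadjusted p under 0.05. In the other scalings, filters and GC corrections without a block, with a pseudocount of 0.01 and with a fold change over 2 added, it stayed between 8 and 15. Of the genes of Fig. 2C, 10 passed with a pseudocount of 0.1, 10 among genes with a mean FPKM of at least 1, and 28 at an unadjusted p under 0.05. The change of threshold accounts for the counts at other thresholds. With the filter fewer genes were tested, but the unadjusted limma p of HSF4 also moved, from 0.000748 to 0.000362. For the filter, the pseudocount and the variance trend the cause was not tested.

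Settings chosen after seeing the data moved the number of genes further. With the split of libraries described under other observations as a block, 61 genes passed, 11 of them from Fig. 2C. With limma without a trend on untransformed FPKM, 5 genes passed, and 33 at an adjusted p under 0.2, 919 under 0.5 (753 with a difference over 1 FPKM), 1400 under 0.6, 2147 under 0.7, 873 at an unadjusted p under 0.05 and 1414 under 0.1. A ratio of mean FPKM over 1.5 without a test gave 1777 genes. HSF4 passed only in the untransformed test (limma adjusted p = 0.0426, range over its alternatives 0.0426 to 0.509). The cause was not tested.

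The replicate numbers do not appear to pair the libraries: the deviations of libraries with the same number correlated across genes at 0.115, −0.267 and −0.125. With the replicate number as a block, 3 genes passed, 3 of them from Fig. 2C, and the same numbers, 3 and 3, were obtained with the GC correction and the block together. The pairing rests on the number alone, so these counts are not read as weaker effects.

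The choice of set test changed which pathways passed. Under fry, 5 of the pathways passed and 0 of the lists tested as hypotheses (0 at an unadjusted p under 0.05). Under preranked GSEA, 10 pathways and 2 of those lists passed, against 9 and 3 with camera at the preset correlation. With the correlation between genes estimated, 0 pathways and 0 of those lists passed, and 0 of either had an unadjusted p under 0.05. The adjusted p with an estimated correlation was 0.230 for nuclear division, 0.231 for the cell cycle and homologous recombination, and 0.301 for cytokine-cytokine receptor interaction and hedgehog signalling, which had 0.509 under fry. Hedgehog signalling also missed the threshold after correction for GC content and length (0.111). With the Seurat lists in place of the cell cycle list, the adjusted p of the cell cycle was 3.76e-21. The cause was not tested.

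Leaving out HSF4 and the nuclear division, cell cycle, homologous recombination, cytokine-cytokine receptor and hedgehog lists, given above, for single genes 265 values under an alternative stayed on their side of the threshold, 16 became stronger and 60 weaker; for gene lists, 191 stayed, 9 became stronger and 26 weaker. Because the depth of the libraries is unknown, the error of low FPKM values, such as those of TPP2 and GADD45G at one of the stiffness levels, is known only from the spread of 3 libraries.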

Differences from the paper's values

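The paper reports 1759 genes with altered expression, against 10 with an adjusted p under 0.05 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the closest was 866 genes at an unadjusted p under 0.05. Of the settings chosen after seeing the values, limma without a trend on untransformed FPKM gave 1400 genes at an adjusted p under 0.6, 2147 under 0.7 and 1414 at an unadjusted p under 0.1, and a ratio of mean FPKM over 1.5 without a test gave 1777 genes.

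The horizontal axis of Fig. 2B, labelled logFC, matches differences of mean FPKM: HSF4 lies at about 3.5 there, read by eye, and the difference computed here was 3.48. On the vertical axis, the −log10 adjusted p of HSF4 is about 1.4 in Fig. 2B, read by eye, against 0.92 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1.055), a pseudocount of 0.01 (1.084), a mean FPKM of at least 1 (1.195) and eBayes without a trend (1.189) gave a value within 1.5 times, while the other scalings, the block and the fits without 1 library did not. Of those chosen after seeing the values, the GC correction (1.111), the GC and length correction (1.129), the library split as a block (1.083) and limma without a trend on untransformed FPKM (1.371) did. For ALDH9A1 the paper's value is about 1.4 in Fig. 2B, read by eye, against 0.281 here, and for HSF2 about 1.1 in Fig. 2B, read by eye, against 0.393. None of the alternatives set before the data were examined closed either gap; limma without a trend on untransformed FPKM, chosen after seeing the values, gave 1.438 and 1.072. For GADD45G the paper's value is about 0.72 in Fig. 2B, read by eye, against 1.465 here. The replicate block (0.654) and the fits without 2 kPa replicate 1 (0.892) and without 25 kPa replicate 1 (0.631), 2 (0.928) or 3 (0.636), all set before the data were examined, gave a value within 1.5 times, as did the GC correction with the block (0.586) and the untransformed test (0.714), both chosen after seeing the values; the other alternatives did not.

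The paper names 33 genes as the most differentially expressed, of which 6 passed an adjusted p under 0.05 here. SFRP5 and CDA, which missed it, passed with a pseudocount of 0.1 (0.0449 for both), with a mean FPKM of at least 1 (0.0402 for both) and with the library split as a block (0.0461 for both, chosen after seeing the values), and SFRP5 with FPKM rescaled to equal library sums (0.0326) and CDA with a pseudocount of 0.01 (0.0485) and median centring (0.0273). HSF4 and ALDH9A1 had an adjusted p under 0.05 only in the untransformed test, chosen after seeing the values (0.0426 and 0.0365). Over the list, 10 of the 33 passed with a pseudocount of 0.1 or a mean FPKM of at least 1, 9 with a pseudocount of 0.01, 8 with FPKM rescaled to equal library sums and 7 after median centring. Of the settings chosen after seeing the values, the library split as a block called 11 of them and the untransformed test 33 at an adjusted p under 0.2. DUSP6, which the paper counts among genes that differ significantly, had no adjusted p under 0.05 in any setting tried (limma adjusted p from 0.0974 to 0.599). At an unadjusted p under 0.05, an alternative set before the data were examined, 28 of the 33 passed.

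The legend of Fig. 2 has 3 of these genes down at low stiffness, while GADD45G, SFRP5 and CDA, the 3 genes that differ in that way from the others, were higher at 2 kPa in the values here (log2 fold changes at 25 kPa of −1.38, −0.97 and −1.03). The text and the legend have cytokine-cytokine receptor interaction and hedgehog signalling inhibited at low stiffness, whereas their median log2 fold changes at 25 kPa were −0.04 and −0.03, lower on the stiff matrix relative to other genes. Steroid hormone biosynthesis, which the paper reports as up at 25 kPa, did not pass here (adjusted p = 0.140, camera with limma), but passed under fry (0.0438), preranked GSEA (0.0334), a mean FPKM of at least 1 (0.0264), eBayes without a trend (0.0821) and without 25 kPa replicate 3 (0.0602).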

Other observations

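The splits counted for the genes past the adjusted and unadjusted thresholds and for the GC trend, the ribosomal protein test, and the explanations read from the YAP/TAZ, heat shock, mesenchymal and epithelial lists were chosen only after the result was seen; the lists themselves were fixed earlier.

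The 6 libraries can be split into 2 groups of 3 in 10 ways. The real split was the only one of the 10 with any gene at an adjusted p under 0.05 (1 of 10 splits with as many genes), with as many Fig. 2C genes at an unadjusted p under 0.05 (1 of 10), with as many pathways past the threshold (1 of 10; another split reached 7), with a nuclear division p as small (1 of 10; another split reached 2.66e-12) and with as many lists tested as hypotheses past it (1 of 10). At an unadjusted p under 0.05, 2 of the 10 splits gave as many genes as the real one with 866: 2 kPa replicates 1 and 3 with 25 kPa replicate 2, against the other libraries, gave 1189. With 10 splits a share under 0.1 cannot be reached, so chance cannot be told apart from an effect by these counts alone.

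This other split corresponds to the first principal component, which held 33.7% of the variance and did not separate the stiffness levels (2 kPa at −5.41, 22.0 and −19.6, 25 kPa at 8.61, −14.6 and 9.07), while the second, with 27.2%, did (2 kPa at −8.28, −17.7 and −11.9, 25 kPa at 15.4, 9.57 and 12.9). A trend over GC content and transcript length as its whole cause is argued against: after both were removed, that split still gave 1137 genes at an unadjusted p under 0.05, against 887 for the stiffness split. Library batches are not given in the labels, so a batch behind this split stays open and no biological explanation was tested.

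The log2 fold change between 2 and 25 kPa fell with GC content across the genes with a mean FPKM above 1 and a GC content (Spearman rho −0.401, where genes are not independent replicates). With these genes in 5 groups of rising GC content, of 1125 or 1126 genes each, its median was 0.21, 0.15, 0.08, −0.01 and −0.07. An absolute rho as large occurred in 3 of the 10 splits, including −0.499 and 0.452 in splits across stiffness, so a GC trend between any groups of these libraries is not specific to stiffness. Nuclear division genes have a low GC content (median 43.8%, against 51% over all genes), and cell cycle genes 48.2%. GC content as the whole cause of their rise is argued against, since after the correction the adjusted p was 5.38e-27 for nuclear division (median log2 fold change 0.56, 68 genes higher, fry 0.0274) and 2.09e-05 for the cell cycle (median 0.24, fry 0.0559). A higher share of dividing cells on the stiff matrix is a candidate explanation that these bulk values do not test.

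Ribosomal protein genes are listed at very different levels. Those with 1 RefSeq mRNA transcript (37 genes) had a median of 977.9 FPKM and those with 2 or more (40 genes) 67.6 FPKM, and 1 against 10 lay under 10 FPKM (permutation test, p = 1e-05, the smallest that the permutations can give). The same comparison in respiratory chain genes, chosen before its result was seen, gave 110 FPKM for 35 genes with 1 transcript and 21.9 FPKM for 42 genes with 2 or more, with 5 against 17 under 10 FPKM (permutation test, p = 0.00011). Over all genes, the median fell from 4.53 FPKM with 1 transcript to 2.64 with 2 and 1.44 with 6 or more. These values are consistent with a table that lists 1 transcript for each gene, which may also lie behind GAPDH at 0.32 to 3.35 FPKM; genes with several transcripts, such as HSF4, could then be listed below their total. Which transcript was listed was not tested.

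YAP/TAZ target genes were tested as a response to a stiff matrix. Of 12 genes in the table, 8 were higher at 25 kPa, with a median log2 fold change of 0.39 (camera adjusted p = 0.01794; 0.151 under fry, 0.346 with an estimated correlation). The median was 0.12 without 2 kPa replicate 3, 0.64 without 2 kPa replicate 2 and 0.20 with the library split as a block. CTGF rose by 1.58 and CYR61 by 1.41 on the log2 scale, both named after their values were seen, with adjusted p = 0.165 and 0.249 by limma, and ANKRD1, which is in the list and in Fig. 2C, by 1.35. The list passed camera in the settings tried and preranked GSEA (adjusted p = 0.00171). It passed neither fry nor an estimated correlation, so a YAP/TAZ response cannot be told apart from a rise of a few genes. Heat shock genes were tested as targets of a more abundant HSF. Of 24 genes, 18 were higher at 25 kPa, with a median of 0.17, and the list did not pass (camera adjusted p = 0.1175, range over its alternatives 0.0479 to 0.380), while it passed 0.1 with a mean FPKM of at least 1 (0.0930), without 25 kPa replicate 1 (0.0618), with the library split as a block (0.0606) and with untransformed FPKM (0.0479).

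A shift from epithelial to mesenchymal mRNA was tested with both lists. Of 14 epithelial genes, 4 were higher at 25 kPa, with a median of −0.09 (camera adjusted p = 0.01794). The adjusted p was 0.411 under fry, 0.346 with an estimated correlation, 0.120 under preranked GSEA and 0.173 with camera without 2 kPa replicate 2. With each library left out in turn, the median ranged from −0.15 without 25 kPa replicate 2 to −0.03 without 25 kPa replicate 3. It was −0.23 with FPKM rescaled to equal library sums, −0.17 after median centring and −0.155 after quantile normalisation. Of 14 mesenchymal genes, 8 were higher, with a median of 0.01, which turned to −0.04 with FPKM rescaled to equal library sums, −0.01 after quantile normalisation and −0.06 after median centring. Among genes with a mean FPKM of at least 1 it was −0.62, with an adjusted p = 0.00205 from camera in limma. Over all genes, camera placed the list lower at 25 kPa relative to other genes (adjusted p = 0.06688, 0.457 under fry, 0.376 with an estimated correlation, 0.00171 under preranked GSEA). It missed the threshold of 0.1 with rescaled FPKM (0.151), quantile normalisation (0.126) and untransformed FPKM (0.107), and without 2 kPa replicate 2 (0.229), 25 kPa replicate 2 (0.1001) or 25 kPa replicate 3 (0.143). Calls of both lists thus changed with the setting, and neither list decides. Among genes whose proteins the paper measured in other experiments, CDH1 was listed at 5.34 ± 2.89 FPKM (SD, n = 3) at 2 kPa and 5.15 ± 0.356 at 25 kPa (exact permutation test, p = 1), VIM at 0.443 ± 0.154 and 0.670 ± 0.295 (exact permutation test, p = 0.3), CTNNB1 at 23.8 ± 5.67 and 19.6 ± 2.47 (exact permutation test, p = 0.4), and ACTA2 at 1.17 ± 0.581 and 2.35 ± 0.225 (exact permutation test, p = 0.1, the smallest possible). These values come from SW480 cells on gels without change of HSF4, so they are not values for the paper's experiments on those proteins.

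The paper's vertical axis in Fig. 2B was compared with 8 tests, the test used here, its version without a trend and 6 others chosen after seeing the values. In limma without a trend on untransformed FPKM, the 33 genes of Fig. 2C were the 33 genes with the smallest p, while in the test on log2(FPKM + 1) used here 11 of them were among the 33 smallest.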
